# An integrative ChIP-chip and gene expression profiling to model SMAD regulatory modules

**DOI:** 10.1186/1752-0509-3-73

**Published:** 2009-07-17

**Authors:** Huaxia Qin, Michael WY Chan, Sandya Liyanarachchi, Curtis Balch, Dustin Potter, Irene J Souriraj, Alfred SL Cheng, Francisco J Agosto-Perez, Elena V Nikonova, Pearlly S Yan, Huey-Jen Lin, Kenneth P Nephew, Joel H Saltz, Louise C Showe, Tim HM Huang, Ramana V Davuluri

## Abstract

**Background:**

The TGF-β/SMAD pathway is part of a broader signaling network in which crosstalk between pathways occurs. While the molecular mechanisms of TGF-β/SMAD signaling pathway have been studied in detail, the global networks downstream of SMAD remain largely unknown. The regulatory effect of SMAD complex likely depends on transcriptional modules, in which the SMAD binding elements and partner transcription factor binding sites (SMAD modules) are present in specific context.

**Results:**

To address this question and develop a computational model for SMAD modules, we simultaneously performed chromatin immunoprecipitation followed by microarray analysis (ChIP-chip) and mRNA expression profiling to identify TGF-β/SMAD regulated and synchronously coexpressed gene sets in ovarian surface epithelium. Intersecting the ChIP-chip and gene expression data yielded 150 direct targets, of which 141 were grouped into 3 co-expressed gene sets (sustained up-regulated, transient up-regulated and down-regulated), based on their temporal changes in expression after TGF-β activation. We developed a data-mining method driven by the Random Forest algorithm to model SMAD transcriptional modules in the target sequences. The predicted SMAD modules contain SMAD binding element and up to 2 of 7 other transcription factor binding sites (E2F, P53, LEF1, ELK1, COUPTF, PAX4 and DR1).

**Conclusion:**

Together, the computational results further the understanding of the interactions between SMAD and other transcription factors at specific target promoters, and provide the basis for more targeted experimental verification of the co-regulatory modules.

## Background

SMAD transcription factors are the core members of transforming growth factor β (TGF-β) pathway, which has been implicated in the regulation of cell growth, differentiation, apoptosis and specification of developmental fate [1]. SMADs transmit signals from cell surface receptors to the nucleus in response to TGF-β. The general molecular mechanisms of the TGF-β/SMAD pathway from the cell membrane to the formation of a SMAD complex in the nucleus are fairly well established. Briefly, TGF-β elicits its molecular actions by binding to trans-membrane receptors, TGFBR1 and TGFBR2, which form an oligomeric complex and then transmit the signal into the cell via phosphorylation of SMAD2/3 proteins. Phosphorylated SMAD2/3 forms dimers or trimers with another protein, SMAD4, and this resultant SMAD complex is then translocated to the nucleus where it interacts with other DNA-binding co-regulators to modulate the transcription of TGF-β/SMAD target genes [1-3].

The TGF-β stimulated SMAD3/4 binds to 5'-GTCT-3', or its complement 5'-AGAC-3', called SMAD-BindingElement (SBE), with very low affinity [4]. It was initially thought that the presence of multiple SBEs in the target promoters likely enables tight binding, since activated SMAD complexes consist of SMAD oligomers. However, known SMAD target promoters seldom contain SBE concatemers, and those that contain up to four SBEs still require cooperating factors for effective DNA binding [5]. The list of DNA-binding SMAD partners, such as E2F1 [6], AP2 [7], PBX1 [8], OCT1 [9] and p300/CBP [10], is rapidly growing, and it is now believed that the high-affinity binding of the SMAD complex occurs through the incorporation of one or more different DNA-binding cofactors into the complex. Hence, the net effect of SMAD complex likely depends on transcriptional modules, in which the SBEs and partner transcription factor binding sites (TFBSs) are present in specific context. This mode of interaction provides a basis for high affinity and selectivity of target gene recognition and allows for the differential action of TGF-β in different cell types [11]. Thus understanding the complex nature of TGF-β/SMAD signaling requires knowing not only the set of genes bound and regulated by SMAD, but also its interacting transcription factors (together referred as SMAD modules) and the promoter regions where these interactions occur.

Abnormal activation or repression of TGF-β regulated processes is implicated in many diseases including renal, hepatic, and neurodegenerative disorders. Epithelial cells have a high turnover and their progenitor cells divide continuously, making them prime targets for genetic and epigenetic changes that lead to cell transformation and tumorigenesis [12]. In cancer development and progression, the TGF-β/SMAD signaling pathway functions as a double-edged sword, acting as a tumor suppressor in early tumorigenesis and as a tumor enhancer in late tumorigenesis [13]. While regulation of normal epithelial cell growth and differentiation is contingent upon appropriate up- or down-regulation of TGF-β/SMAD responsive genes, this homeostasis is disrupted during neoplastic processes, resulting in outgrowth and invasion of transformed cells. It has been reported that neoplastic cells become non-responsive to TGF-β/SMAD signaling activation, despite the fact that upstream regulators, such as TGFBR2, remain genetically intact [14-17]. It is suggested that other aberrant events, perhaps affecting co-regulators of this growth inhibitory pathway, trigger signaling perturbations in TGF-β/SMAD downstream targets. Although a few loci have been described in the literature, comprehensive identification of these co-regulator factors has yet to be performed [4,18-20].

In this study, we systematically identified TGF-β/SMAD regulated and synchronously coexpressed gene sets (defined as "synexpression" groups in [1]) on genome-scale by simultaneously conducting ChIP-chip (genome-wide location analysis of the chromatin) and mRNA expression profiling in an immortalized ovarian surface epithelial (IOSE) cell line. The identified target genes were classified into synexpression groups based on their temporal changes in expression after the TGF-β/SMAD signaling activation. Sequence analyses of target regions in each synexpression group revealed conserved SBEs and partner TFBSs. We applied the Random Forest (RF) [21] algorithm followed by Classification And Regression Tree (CART) [22] analysis to classify different synexpression target groups based on the presence of SBEs and binding sites of probable co-regulatory transcription factors. Several transcription factor modules were derived from this combined classification analysis, providing for the first time a comprehensive modeling of TGF-β/SMAD-co-regulator interactions in ovarian surface epithelial cells and important hypotheses for further experimental work.

## Results

### Identification of TGF-β/SMAD direct target promoters by ChIP-chip

Genome-wide discovery of TGF-β/SMAD targets was conducted by ChIP-chip using a promoter microarray of ~17,000 annotated promoter regions in the human genome. To probe the arrays, we performed different ChIP assays by using an antibody against SMAD4 in immortalized ovarian surface epithelial (IOSE) cells treated with TGF-β 1 for 0 and 3 hrs. The immunoprecipitated DNA was hybridized to an Agilent 44K promoter array (see Methods), and the experiments were repeated once [23]. We observed high positive correlation between the normalized log ratios (immonuprecipated DNA over total input DNA) of the biological replicate experiments, which demonstrates the reproducibility of the experiments (See Additional File 1 – Figure S1). A probe with weighted binding ratio at the 3-hr time point above 2 (*p*-value < 0.01) and having at least a 30% increase in relative binding compared to the 0 hr time point was considered as bound (see Methods).

### Identification of TGF-β/SMAD responsive genes by geneexpression profiling

In order to identify TGF-β transcriptionally responsive genes, we have used an Affymetrix U133 Plus 2 microarray to globally assess the gene expression in IOSE cells treated with TGF-β1 at 0, 3, 6, and 12 hrs. 

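IOSE cells, an immortalized line from the epithelium that covers the ovary, were measured before treatment (0 hr) and after 3, 6 and 12 hrs of TGF-β1. Each of the 4 time points had 2 arrays, and untreated cells were measured at 0 hr alone. The array carries 54675 probe sets, of which 62 are Affymetrix controls, and the other 54613 were tested. Of these, 41091 match exactly 1 gene symbol and stand for 19775 genes, each gene being read at its probe set with the highest mean over the 8 arrays. The values are the authors' robust multichip averages, background corrected and quantile normalized, on the log2 scale, with an array median of 5.64 or higher. The difference between the 2 sets of replicated arrays is still in these values and was taken up as a block in a linear model fitted to every probe set (limma). Each change given at the results that follow is the log2 difference between the means of 2 arrays per time point, ± the standard error of the fit. The legend of Fig. 1 calls the expression replicates biological and those of Figures S2 and S3 call them technical; if they are technical, the errors and adjusted p values leave out variation between cultures. A probe set was called higher or lower at an adjusted p (Benjamini-Hochberg) under 0.05, and the number of arrays limits the precision of every change. The control probe sets for ribosomal RNA averaged 7.01 on the first untreated array, 9.07 on the second, and between 9.26 and 10.07 on the 6 treated arrays. Between the 3' and 5' ends, the GAPDH controls differed by -0.11 to 0.01 and the actin controls by -0.28 to -0.17 on the log2 scale.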

The experiments at each time point were repeated once, as described in Methods, and the gene expression estimates from the replicate experiments were remarkably similar (see Additional Files 2 and 3 – Figures S2 and S3 for reproducibility and clustering analyses of expression microarray). 

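Of genes with large changes, those named here moved in the same direction in the 2 sets of replicated arrays, some by like amounts and others by amounts that differed. The rise of DACT1, a regulator of Wnt signaling, at 3 hrs was 2.98 in the first set and 3.06 in the second on the log2 scale. IGFBP3, which binds insulin-like growth factors, rose by 3.33 and 3.19 at 12 hrs. The transcription cofactor LBH differed more between the sets, with 3.62 and 3.01 at 12 hrs, as did the receptor gene KIT, with -1.95 and -2.90 at 6 hrs, and at 3 hrs the cytokine gene LIF, with 0.71 and 2.34, the endothelin gene EDN1, with 1.03 and 2.55, and DDIT4, with -1.33 and -2.22. Across the 54613 probe sets, the log2 values of the 2 arrays of a time point had a Pearson correlation of 0.9927 at 0 hr, 0.9954 at 3 hrs, 0.9948 at 6 hrs and 0.9938 at 12 hrs. These correlations run across genes within a pair of arrays, and genes are not independent replicates. The differences between the paired arrays had an SD of 0.28 on the log2 scale at 0 hr, 0.22 at 3 hrs, 0.24 at 6 hrs and 0.26 at 12 hrs. With the mean of each set of arrays removed, the correlations were 0.9969, 0.9975, 0.9977 and 0.9974 in the order of the time points, which match the numbers printed in Figure S2. In average-linkage clustering on 1 minus the correlation, both untreated arrays formed 1 branch and the 6 treated arrays the other, as in Figure S3. Within the treated branch, arrays of different time points but the same set joined first (3 hrs with 6 hrs, and 6 hrs with 12 hrs), and the arrays paired by time point once the mean of each set had been removed.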

We performed Analysis of Variance to study the effect of time on gene expression and identify those genes that are differentially expressed in at least one time point (treated samples) as compared to the 0 hr control (untreated sample).

### Identification of synexpression groups of TGF-β/SMAD direct targets by intersection of ChIP-chip and gene expression data

This analysis of ChIP-chip experiments identified 2,096 SMAD4-bound genes in IOSE cells, while expression microarrays identified 1,519 genes having expression changes following TGF-β treatment. 

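Against 0 hr, 1587 of 54613 probe sets differed after 3 hrs of TGF-β1 (1266 higher and 321 lower), 2124 after 6 hrs (1372 higher and 752 lower) and 2701 after 12 hrs (1383 higher and 1318 lower); without untreated arrays at these times, changes with time alone are not set apart. The largest rises at 3 hrs were those of DACT1, with a log2 change of 3.02 ± 0.09 (standard error, n = 2 arrays per time point, adjusted p = 9.4e-06), LBH (2.61 ± 0.19) and IL11, a cytokine of the interleukin-6 family (2.53 ± 0.12). The transcription factor gene SOX4 (2.52 ± 0.10) and PMEPA1, an inhibitor of TGF-β signaling (2.47 ± 0.10), were also among the genes with the largest rises. By 12 hrs the largest were LBH (3.31 ± 0.19), IGFBP3 (3.26 ± 0.12), the transporter gene SLC46A3 (3.01 ± 0.11) and DACT1 (2.68 ± 0.09), followed by NOX4, an NADPH oxidase (2.62 ± 0.11). ID1, an inhibitor of basic helix-loop-helix factors, fell by 2.19 ± 0.12 at 3 hrs (adjusted p = 6.2e-05), as did ADM, which encodes adrenomedullin, with -1.81 ± 0.10, and the metalloprotease gene ADAMTS15, with -1.72 ± 0.10. At 12 hrs the largest falls were those of RAB27B, a small GTPase of vesicle transport (-2.99 ± 0.12), EVI2A (-2.72 ± 0.20), the chemokine gene CXCL2 (-2.65 ± 0.15) and the keratin-associated gene KRTAP1-5 (-2.64 ± 0.13). From 3 hrs to 12 hrs, 255 probe sets rose and 659 fell, among them IGFBP3 (2.15 ± 0.12) and RAB27B (-2.69 ± 0.12). At the thresholds of Methods (contrast p under 0.05 and an absolute fold change over 1.5), 1490 genes passed at 1 time point or more, counting any probe set of a gene (1322 with the unmoderated contrast), and 981 at the probe set with the highest mean. By the same thresholds 1056 probe sets were higher and 243 lower at 3 hrs, 1037 and 559 at 6 hrs, and 971 and 903 at 12 hrs. The numbers of changed probe sets rest on each array of the times compared: without 0 hr replicate 1 or 2 they were 598 and 569 at 3 hrs, 1013 and 1073 at 6 hrs, and 1210 and 1674 at 12 hrs. Without replicate 1 or 2 of the treated time point they were 291 and 285 at 3 hrs, 657 and 504 at 6 hrs, and 989 and 962 at 12 hrs, and from 3 hrs to 12 hrs they were 131, 120 and 136 without 3 hr replicate 1, 3 hr replicate 2 and 12 hr replicate 2 (36 higher and 111 lower without 12 hr replicate 1). With the contrast of Methods, whose variance is not moderated across probe sets, 6, 4 and 6 probe sets passed an adjusted p under 0.05 at 3, 6 and 12 hrs, and without the replicate block 395, 676 and 991 (159 from 3 hrs to 12 hrs). The balance at 12 hrs depended on the setting. With arrays centred on the median, 1246 probe sets were higher and 1430 lower. Among probe sets above the median mean these were 1774 and 2023, and with limma's trend and robust options 2204 and 2432. In each other setting with all 8 arrays, more probe sets were higher than lower. Counted by gene, each at its probe set with the highest mean, the balance was the reverse, with 473 genes higher and 659 lower at 12 hrs.

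**Figure D1:**
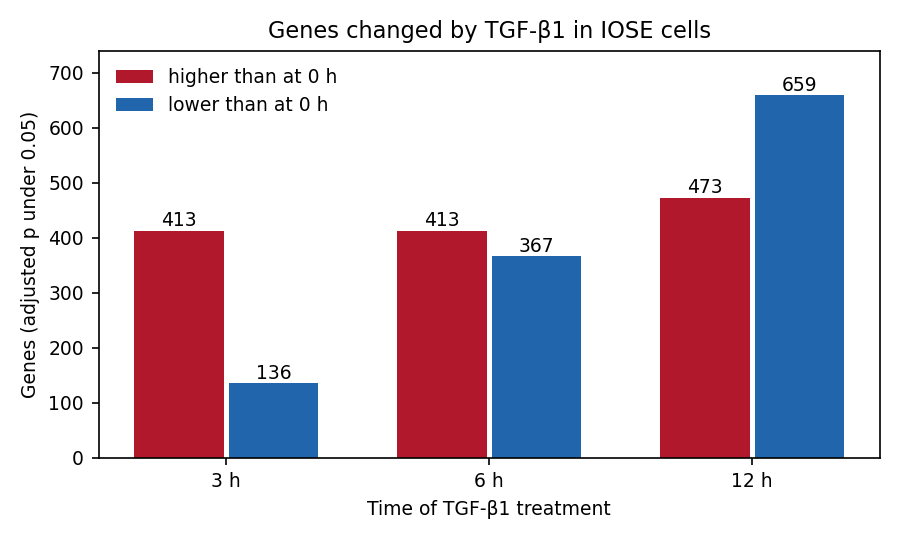
Number of genes with higher and lower expression than at 0 hr after 3, 6 and 12 hrs of TGF-β1 (bars, adjusted p under 0.05, 19775 genes tested). The genes higher number 413, 413 and 473, and the genes lower 136, 367 and 659.

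**Figure D2:**
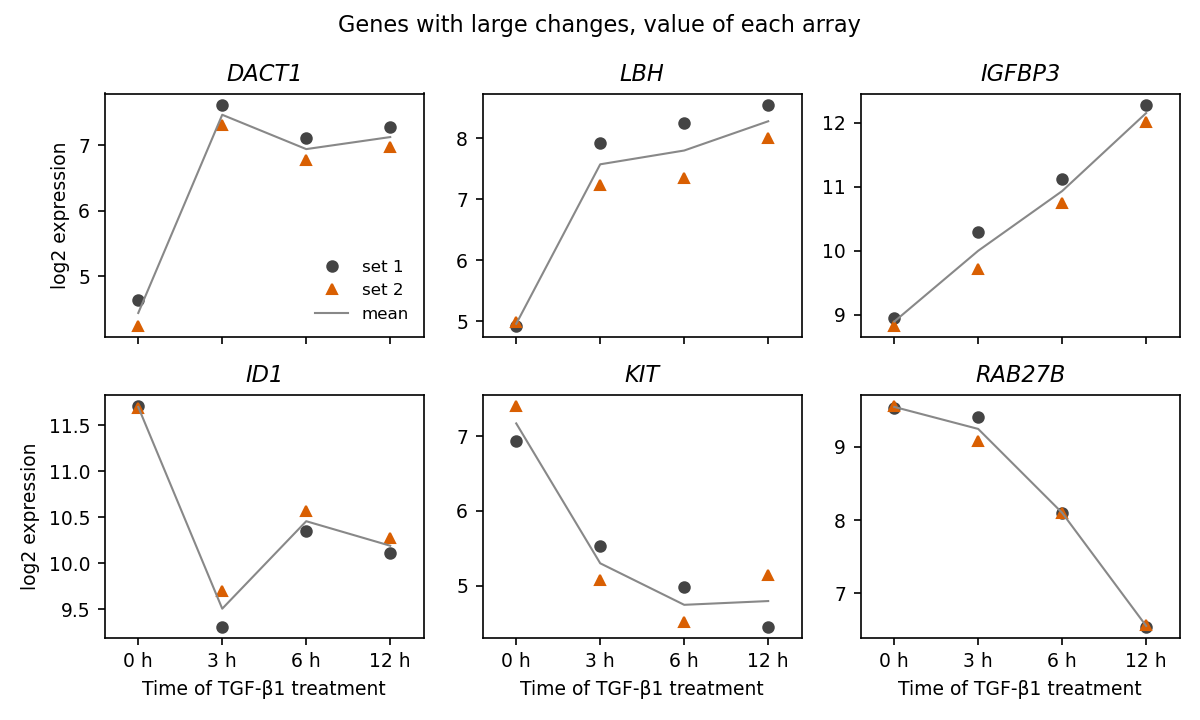
Log2 expression of DACT1, LBH, IGFBP3, ID1, KIT and RAB27B on each array at 0, 3, 6 and 12 hrs (points, 1 symbol per set of replicated arrays) with the mean of the 2 arrays (line). The axis of each panel spans that gene's values and does not start at 0. RAB27B is lower by -2.99 at 12 hrs, and IGFBP3 is higher by 3.26.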

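Genes of the type I interferon response, the antiviral program, were lower at 6 and 12 hrs. Of 40 measured members, 26 were lower at 6 hrs than at 0 hr and 32 at 12 hrs, none was higher, and 14 and 8 did not pass the test (34 and 37 lower when adjusted over the list alone). The median log2 change was -0.49 from 3 hrs to 6 hrs and -0.18 from 6 hrs to 12 hrs, so that by the medians most of the fall lay before 6 hrs. Of single members, 5 were called lower from 3 hrs to 6 hrs and none from 6 hrs to 12 hrs (32 and 7 when adjusted over the list alone). At 12 hrs IFIT1, which binds viral RNA, had a log2 change of -2.01 ± 0.13 (as at 6 hrs; standard error, n = 2 arrays per time point, adjusted p = 7.71e-05), CMPK2 of -1.65 ± 0.17, the oligoadenylate synthetase gene OAS2 of -1.50 ± 0.11 and MX2 of -1.48 ± 0.11. From 3 hrs to 12 hrs, 27 members fell (35 when adjusted over the list alone), with a median of -0.69 in the first set of arrays and -0.74 in the second. Against all other genes (camera), this list was lower at 12 hrs with an adjusted p = 9.99e-33, and adjusted p = 0.286 with an estimated correlation; from 3 hrs to 12 hrs the values were 8.38e-34 and 0.304. Some inflammatory cytokines and other NF-κB target genes were higher at 3 hrs, and a larger number was lower at 12 hrs. Of 24 members, 6 were higher, 2 lower and 16 not called at 3 hrs (10 higher and 3 lower when adjusted over the list alone), 1 was higher and 8 lower at 6 hrs, and none was higher and 13 lower at 12 hrs (1 and 16 when adjusted over the list alone). The cytokine gene IL6 rose by 1.76 ± 0.20 at 3 hrs and PTGS2, a prostaglandin synthase, by 1.60 ± 0.22, and both calls ended without 3 hr replicate 2 (adjusted p = 0.0529 and 0.0857). At 12 hrs the chemokine genes CCL2, CXCL8 and CXCL3 stood at -1.87 ± 0.16, -1.73 ± 0.12 and -1.73 ± 0.16. The change from 3 hrs to 12 hrs was a fall for 14 members (19 when adjusted over the list alone), with camera adjusted p = 6.24e-23, and adjusted p = 0.264 with an estimated correlation. By camera the inflammatory list was also called at 3 hrs (adjusted p = 0.000314) and 12 hrs (adjusted p = 1.57e-11). With an estimated correlation camera made neither call (adjusted p = 0.564 and 0.286). That setting called no list at 3, 6 or 12 hrs or from 3 hrs to 12 hrs. A call lost there therefore does not single out 1 list. Of the interferon list, 5 members, and of the inflammatory list, 4 members, are among the study's own target genes. With the unmoderated contrast of Methods at an adjusted p under 0.05, no member of either list was called at 3, 6 or 12 hrs. The same held from 3 hrs to 12 hrs. The paper's own thresholds use an unadjusted p. Over the whole array only 6, 4 and 6 probe sets passed this adjusted threshold at 3, 6 and 12 hrs. The zeros therefore do not set these lists apart. Without the replicate block, 2 interferon genes were lower at 12 hrs and 1 from 3 hrs to 12 hrs (19 and 4 with day as a random block), and at 6 hrs 1 was lower without the block, 9 with day as a random block, 15 without 0 hr replicate 2 and 16 and 6 without 6 hr replicate 1 and 2; without 12 hr replicate 2 the first count was 20, and without each array of 3 or 12 hrs the second was 6, 12, 8 and 8. The inflammatory counts were 8 at 12 hrs and 9 from 3 hrs to 12 hrs without the block; without 0 hr replicate 1, 12 hr replicate 1 or 12 hr replicate 2 the first was 7, 7 and 8, without each array of 3 or 12 hrs the second was 9, 6, 7 and 7, the 8 lower at 6 hrs became 4 without the block and 5 without any 1 array of 0 or 6 hrs, and the 6 rises at 3 hrs became 2 without the block or 0 hr replicate 2 and none without 3 hr replicate 2.

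**Figure D3:**
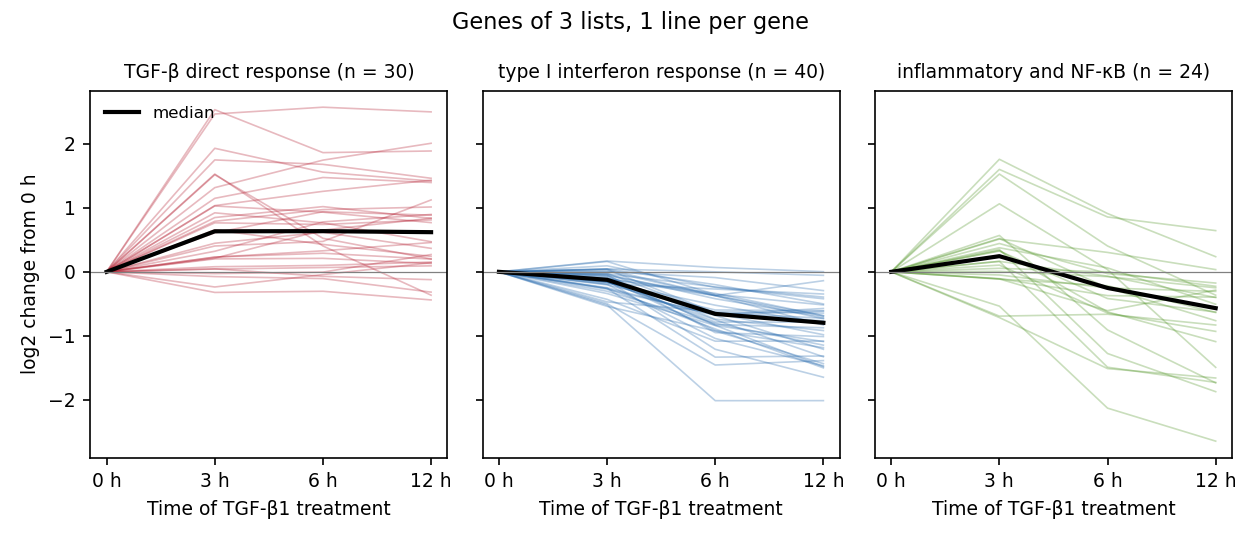
Log2 change from 0 hr of the members of the TGF-β direct response (30 genes), type I interferon response (40 genes) and inflammatory and NF-κB (24 genes) lists at 3, 6 and 12 hrs (thin lines, 1 per gene, mean of 2 arrays) with the list median (thick line). The medians at 12 hrs are 0.62, -0.80 and -0.57.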

By combining the results from the two microarray platforms, we identified 150 differentially expressed genes that were bound by SMAD4 in their promoter regions upon activation by TGF-β (See Additional File 4 – Table S1). 

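The study's target genes include some of the largest changes on the arrays. SOX4 was higher by 2.39 ± 0.10 at 12 hrs on the log2 scale (standard error, n = 2 arrays per time point, adjusted p = 8.9e-06), and the kinase gene STK38L by 1.91 ± 0.12. ADORA2B, which encodes an adenosine receptor, stood at -2.15 ± 0.12 at 12 hrs, and PREX1, an exchange factor for the GTPase Rac, at -1.62 ± 0.17. Of 149 rows read from Table S1, 135 matched a gene with a probe set of its own, 21 of them through an older symbol. At the thresholds of Methods, 121 of these 135 genes passed at 1 probe set or more, and 83 at the probe set with the highest mean. These were 42 of 49 sustained up-regulated, 17 of 21 transient up-regulated and 56 of 56 down-regulated genes, against 26, 8 and 44 at the probe set with the highest mean. The study chose these genes on the same arrays, so that their counts are not independent evidence. The binding of SMAD4 was not analysed here.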

One of the main goals of our study was to identify transcriptional modules containing SBE within the SMAD target promoters. Previous studies have demonstrated the utility of TFBS analyses of co-expressed gene sets to reveal *cis*-regulatory mechanisms in the target promoters [24,25]. We, therefore, performed hierarchical clustering of the expression data of the 150 genes (Figure 1) to determine different synexpression groups of TGF-β/SMAD direct targets. To identify informative gene clusters that correspond to major synexpression groups, we pruned the hierarchical tree and identified 5 branches, including two major (Groups 2 and 4) and three minor (Groups 1, 3 and 5) groups (See Additional Files 4 and 5 – Tables S1 and S2). 

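Up- and down-regulated target genes fell into separate branches when the 135 matched genes were clustered on their log2 values over the 8 arrays (average linkage on 1 minus the correlation, tree divided into 5 branches). Of the 70 sustained and transient up-regulated genes, 54 shared 1 branch, and of the 56 down-regulated genes, 52 shared another. The branch of the down-regulated genes also held 11 genes of the up-regulated groups, and none of the down-regulated genes lay in that of the up-regulated ones. Between these 5 branches and the groups of Table S1, the adjusted Rand index, which is 1 for identical groupings, was 0.54. With the mean of all probe sets of a gene, the index was 0.79 and 2 up-regulated genes lay in the branch of the down-regulated ones. With complete linkage these were 0.40 and 5. At the probe set nearest to Table S1, chosen after the values were seen, they were 0.84 and 2. The paper clustered estimates with the day-to-day variation removed, whereas the values clustered here still hold it. The groups were formed by the study on the same arrays, and no test was applied.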

We considered a group as major if it contained at least 10 genes. The major groups 2 and 4 respectively correspond to up- and down-regulatory expression patterns. Group 2 consists of 80 genes that showed elevated gene expression in at least one time point and group 4 consisted of 62 genes that showed decreased expression in comparison to 0 hr time point. 

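More of the down-regulated genes were called lower at each later time. Of the 56 matched genes of group 4, 4 were lower at 3 hrs, 24 at 6 hrs and 47 at 12 hrs, and none was higher (9, 43 and 54 lower when adjusted over the group alone). Their median log2 change was -0.14 at 3 hrs, -0.46 at 6 hrs and -0.71 at 12 hrs, and 26 of them fell from 3 hrs to 12 hrs, but only 3 from 3 hrs to 6 hrs and 1 from 6 hrs to 12 hrs (46, 25 and 16 when adjusted over the group alone). EBF1, a transcription factor of B-cell development, stood at -0.13 ± 0.11 at 3 hrs (standard error, n = 2 arrays per time point, adjusted p = 0.566) and at -1.43 ± 0.11 at 12 hrs (adjusted p = 0.000179). SYTL2, a vesicle transport gene, stood at -1.41 ± 0.10 at 12 hrs, and the interferon-induced genes OAS1 and RTP4 at -1.47 ± 0.13 and -1.43 ± 0.19. Among the 49 sustained and 21 transient genes of group 2, none was lower at 3, 6 or 12 hrs at the probe set with the highest mean. The genes were chosen by the study on these arrays, so that the direction of a group is not independent evidence. Of the genes lower at 12 hrs, 27 and 26 were called without 0 hr replicate 1 and 2, 20 and 23 without 12 hr replicate 1 and 2, and 24 without the replicate block.

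**Figure D4:**
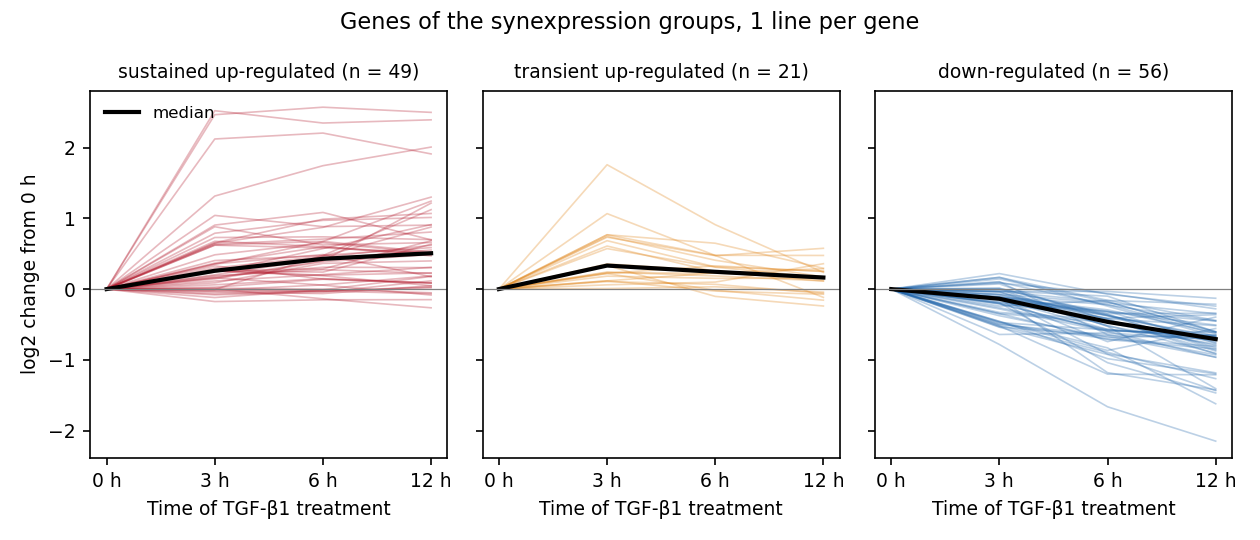
Log2 change from 0 hr of the genes of the sustained up-regulated (49 genes), transient up-regulated (21 genes) and down-regulated (56 genes) groups at 3, 6 and 12 hrs (thin lines, 1 per gene, mean of 2 arrays) with the group median (thick line). The medians at 12 hrs are 0.51, 0.16 and -0.71.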

Group 1, 3 and 5 had one, four and three genes, respectively. 

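In group 3, FRAT1, a regulator of Wnt signaling, and TET1 (CXXC6 in the paper), an enzyme of DNA demethylation, were lower at 3 hrs, with log2 changes of -0.74 ± 0.16 (standard error, n = 2 arrays per time point, adjusted p = 0.0427) and -0.62 ± 0.10 (adjusted p = 0.0143). KDM4C (JMJD2C in the paper), a histone demethylase, read 7.35 and 7.19 on the 3 hr arrays, against 7.22 and 7.31 at 0 hr. Its change at 6 hrs was -0.43 ± 0.10 (adjusted p = 0.0583). None of the 4 genes was called at 6 or 12 hrs at the probe set with the highest mean. The other probe set of TET1 was lower at 6 hrs (-0.57 ± 0.12, adjusted p = 0.0317) and at 12 hrs (-0.59 ± 0.12, adjusted p = 0.0228). Its mean level was 3.39 on the log2 scale, below the median of 5.68 over all probe sets. In group 5, the cytokine gene IL1B was higher at 3 hrs (1.06 ± 0.13) and lower at 12 hrs (-1.49 ± 0.13), and the histone deacetylase gene HDAC9 was higher at 3 hrs (0.73 ± 0.13). Both genes fell from 3 hrs to 12 hrs, by 2.56 ± 0.13 for IL1B (adjusted p = 0.000145) and 0.99 ± 0.13 for HDAC9 (adjusted p = 0.00931). NAV3, the third gene of group 5, had a change of -0.10 ± 0.11 at 3 hrs at its probe set with the highest mean, and at the one nearest to Table S1, chosen after the values were seen, it was higher at 3 hrs (0.59 ± 0.12, adjusted p = 0.0385) and fell from 3 hrs to 12 hrs (-0.83 ± 0.12, adjusted p = 0.0123). UBE3C, a ubiquitin ligase and the gene of group 1, had changes of 0.06 ± 0.10, 0.08 ± 0.10 and 0.03 ± 0.10 at 3, 6 and 12 hrs, none of which passed the test. The folds printed for UBE3C in Table S1 were not found at its probe sets, the nearest being 0.46 away on the log2 scale. Leaving out 1 array of 0 or 3 hrs ended the call of TET1 at 3 hrs (adjusted p up to 0.119); for HDAC9 this held for 0 hr replicate 2 and both arrays of 3 hrs (up to 0.167), for IL1B for 0 hr replicate 2 and 3 hr replicate 2 (up to 0.0669), for the fall of HDAC9 for each array of 3 and 12 hrs (up to 0.116), and for FRAT1 for every array apart from 3 hr replicate 1 (up to 0.205).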

We, then, focused on the two largest groups, Group 2 and 4 for further analyses to derive the SMAD modules.

**Figure 1:**
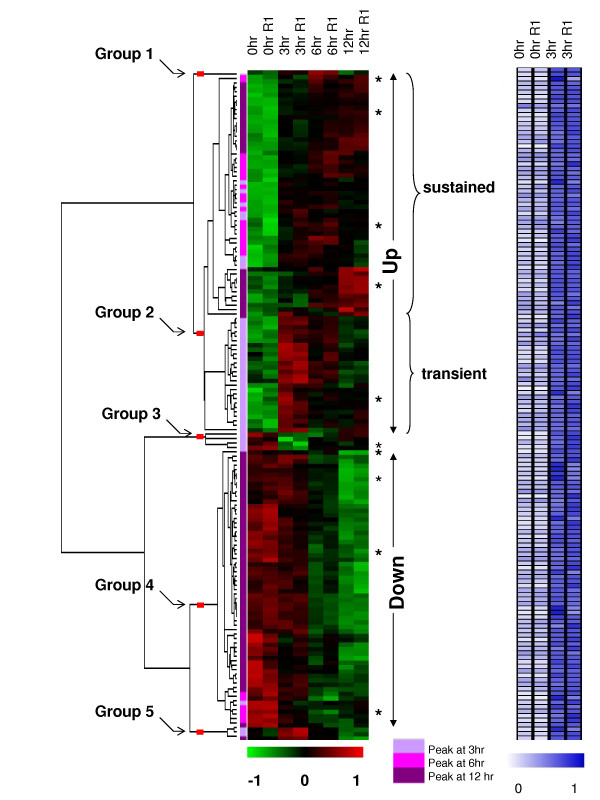
**Hierarchical cluster analysis of gene expression estimates from the expresssion microarrays and the heat map of binding ratios of the ChIP-chip experiments of the 150 TGF-β/SMAD target genes in IOSE cells**. Genes that showed both altered expression at 3, 6, or 12 hrs relative to 0 hr (*low-green and high-red*) and altered binding at 3 hrs compared to 0 hr (*low-white and high-blue*) after TGF-β signaling stimulation were shown. The expression data were median-centered and normalized to have a unit sum of squares for each gene before transforming to the color scale. Genes that were confirmed by ChIP-PCR and RT-PCR are indicated by asterisks. Results from the ANOVA analysis indicating the peak time point relative to 0 hr is indicated by a color bar. The experiments labeled R1 were biological replicates in the expression microarrays and were technical replicates in the ChIP-chip experiments. In the Chip-chip experiments, normalized binding ratios to have a unit sum of squares for each gene were used for the heatmap.

Target genes within the up-regulated group were further divided into two major and one minor branch. The expression level of the 54 genes in the major branch increased after TGF-β treatment and remained steadily high; we labeled this major branch the "sustained up-regulated group". On the other hand, the expression of the 25 genes in the middle branch had significantly increased at 3 hrs (*p*-values < 0.05 and fold increase > 1.5 in the comparison of 0 hr vs 3 hr), and returned to baseline expression over the 12-hr period. 

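A growing number of the sustained up-regulated genes was called higher over the 3 times. Of the 49 matched genes of this group, 15 were higher at 3 hrs, 21 at 6 hrs and 27 at 12 hrs, none was lower, and 34, 28 and 22 did not pass the test (21, 30 and 31 higher when adjusted over the group alone, and 1 lower at 12 hrs). The median log2 change was 0.26, 0.43 and 0.51 in turn, and from 3 hrs to 12 hrs 6 genes rose and none fell (12 rose when adjusted over the group alone). PMEPA1 stood at 2.57 ± 0.10 at 6 hrs and 2.50 ± 0.10 at 12 hrs (standard error, n = 2 arrays per time point). STK38L had changes of 2.12 ± 0.12 at 3 hrs and 2.21 ± 0.12 at 6 hrs. HSF2BP, which binds a heat shock factor, rose from 0.35 ± 0.10 at 3 hrs to 1.24 ± 0.10 at 12 hrs, and this rise was not called without 3 hr replicate 1, 3 hr replicate 2 or 12 hr replicate 2 (adjusted p = 0.00527, and up to 0.0827 without them). Since the study picked the group on these arrays, the counts are not independent evidence. At any probe set of a gene, 24, 35 and 39 genes were higher at the 3 times, and 1 was lower at 6 hrs. The counts at 3 hrs were 7 without 0 hr replicate 2, 8 without 3 hr replicate 1, 6 without 3 hr replicate 2 and 8 without the replicate block; at 12 hrs they were 17 and 16 without 0 hr replicate 1 and 2, 12 and 14 without 12 hr replicate 1 and 2, and 12 without the block. From the level that these genes kept after their rise, the paper labels them the sustained up-regulated group.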

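Fewer of the transient up-regulated genes were called higher at 6 and 12 hrs than at 3 hrs. Of the 21 matched genes, 8 were higher at 3 hrs, 2 at 6 hrs and 1 at 12 hrs, none was lower, and 13, 19 and 20 did not pass the test (11, 9 and 2 higher when adjusted over the group alone). Their median log2 change was 0.33, 0.24 and 0.16 in turn. From 3 hrs to 12 hrs, 4 genes fell and none rose (9 fell and 1 rose when adjusted over the group alone). These were IL6 (-1.52 ± 0.20, standard error, n = 2 arrays per time point, adjusted p = 0.00802), the lymphocyte growth factor gene IL7 (-1.18 ± 0.14, adjusted p = 0.00565), the transcription factor gene TBX3 (-0.57 ± 0.10, adjusted p = 0.0294) and the splicing factor gene SRSF5 (-0.57 ± 0.11, adjusted p = 0.0397). At 3 hrs IL7 was higher by 1.07 ± 0.14, TBX3 by 0.75 ± 0.10 and TTC14 by 0.77 ± 0.12, and the adjusted p of each passed 0.05 without 3 hr replicate 2 among others (up to 0.081, 0.0816 and 0.144). At any probe set of a gene, 15 were higher at 3 hrs. As the study chose the group on these arrays, its direction is not independent evidence. The count at 3 hrs was 2 and 3 without 0 hr replicate 1 and 2, 2 without 3 hr replicate 1, 0 without 3 hr replicate 2 (limma, with 7 arrays) and 4 without the replicate block. The count from 3 hrs to 12 hrs was 1 without 3 hr replicate 1, 12 hr replicate 2 or the block, 2 without either array of 6 hrs, and 0 without 3 hr replicate 2 or 12 hr replicate 1; the adjusted p of these falls reached 0.109 for IL6, 0.0896 for IL7, 0.199 for TBX3 and 0.267 for SRSF5.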

The genes in this synexpression group were labeled the "transient up-regulated group". The bottom branch had only one gene, *ATXN1*, with an elevated expression at the 3 and 12 hr time points and repressed expression at the 6 hr time point. 

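ATXN1, which encodes the chromatin-binding protein ataxin 1, was higher than at 0 hr by 0.61 ± 0.11 on the log2 scale at 3 hrs (standard error, n = 2 arrays per time point, adjusted p = 0.0218). Its change was 0.01 ± 0.11 at 6 hrs (adjusted p = 0.971) and 0.38 ± 0.11 at 12 hrs (adjusted p = 0.0906). Its mean level was 7.03, 7.64, 7.04 and 7.41 on the log2 scale at 0, 3, 6 and 12 hrs. At 6 hrs it stood below 0 hr in the first set of arrays (-0.13) and above it in the second (0.15). From 3 hrs to 6 hrs it fell by 0.60 ± 0.11 (adjusted p = 0.125), and in both sets. Of 5 probe sets of the gene, 1 was higher at 3 hrs, none was called at 6 hrs and 1 was higher at 12 hrs. The call at 3 hrs ended without 0 hr replicate 2, 3 hr replicate 1 or 3 hr replicate 2 (adjusted p up to 0.145), without the replicate block, and with the mean of all 5 probe sets.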

Overall, we have identified 3 major synexpression groups – sustained up-regulated (54 genes), transient up-regulated (25 genes) and down-regulated (62 genes).

### Experimental validation of TGF-β/SMAD binding

SMAD4 binding of 10 randomly selected loci of the 150 targets that were shown to both bind SMAD4 and change gene expression in response to TGF-β, were confirmed in individual ChIP assays. On average, greater than 1.5 fold-enrichment was observed in IOSE cells after 3 hrs treatment with TGF-β1 (Figure 2). RT-PCR analysis was used to confirm altered expression of five group 2, two group 3, and three group 4 genes at 0, 3, 6 and 12 hrs after TGF-β stimulation (Figure 3). Specifically, we observed that the increase in expression of *ADAM19*, *FBXO32, RunX1T1*, and *DDAH *(group 2, sustained up-regulated) was maintained at the time-course between 3 and 12 hrs after treatment, while *ZNF638 *(group 2, transient up-regulated) showed increased expression at the 3 hr time point and gradual decrease to base-line level at the 12 hr time point. Decreased expression of *FRAT *and *CXXC6 *(group 3) was observed at 3 hrs after treatment. Expression levels of these two genes tended to increase afterwards, but remained below baseline levels by 12 hrs of treatment. On the other hand, expression of *NTN4, ADPN*, and *RGS17 *(group 4) continued to decrease at 6 hrs or 12 hrs after treatment. 

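On the arrays, ADAM19, a membrane protease of the ADAM family, rose at each time at its probe set with the highest mean, by 1.32 ± 0.13, 1.75 ± 0.13 and 2.01 ± 0.13 on the log2 scale at 3, 6 and 12 hrs (standard error, n = 2 arrays per time point, adjusted p = 9.38e-05 at 12 hrs). The other probe set of ADAM19 had -0.42, -0.20 and -0.11, none of which was called. The ubiquitin ligase gene FBXO32 rose by 1.12 ± 0.11 at 12 hrs (adjusted p = 0.000565), and 6 of its 7 probe sets were higher at that time. For RUNX1T1, a transcriptional corepressor, the changes were -0.04 ± 0.11, -0.06 ± 0.11 and 0.05 ± 0.11 at the probe set with the highest mean, and 2 of 7 probe sets were higher at 6 hrs. The brightest of the 7 averaged 5.50 on the log2 scale and the 2 called ones 5.14 and 3.62. All of these lie below the median of 5.68 over all probe sets. DDAH1 (DDAH in the paper), an enzyme that degrades methylarginines, had 0.18 ± 0.10, 0.31 ± 0.10 and 0.30 ± 0.10, and of its 4 probe sets 1 was higher at 6 hrs and a different one at 12 hrs. ZNF638, a zinc finger gene, had 0.01 ± 0.10, 0.03 ± 0.10 and -0.04 ± 0.10, and 1 of 5 probe sets was higher at 3 and at 6 hrs. FRAT1 (FRAT in the paper) stood at -0.23 ± 0.16 and -0.32 ± 0.16 at 6 and 12 hrs, and TET1 (CXXC6) at -0.31 ± 0.10 and -0.33 ± 0.10, none of which was called. Of the 2 probe sets of TET1, 1 was lower at 6 and at 12 hrs, with a mean level of only 3.39. NTN4, which encodes a netrin, was lower at 12 hrs (-0.92 ± 0.12, adjusted p = 0.00327) after changes of -0.10 ± 0.12 and -0.42 ± 0.12. PNPLA3 (ADPN), a lipid hydrolase, had -0.13 ± 0.10, -0.35 ± 0.10 and -0.34 ± 0.10, and 1 of its 2 probe sets was lower at 6 and at 12 hrs. RGS17, a regulator of G protein signaling, was lower at 6 hrs (-0.87 ± 0.11, adjusted p = 0.00312) and at 12 hrs (-0.56 ± 0.11, adjusted p = 0.0188). The call of RGS17 at 6 hrs ended without 6 hr replicate 2 (adjusted p = 0.0504) and that at 12 hrs without any 1 array of 0 or 12 hrs (up to 0.175).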

To summarize, the overall trends of temporal changes of expression and binding by SMAD4 observed in our microarray platforms were recapitulated by the RT-PCR and ChIP-PCR experiments, respectively.

**Figure 2:**
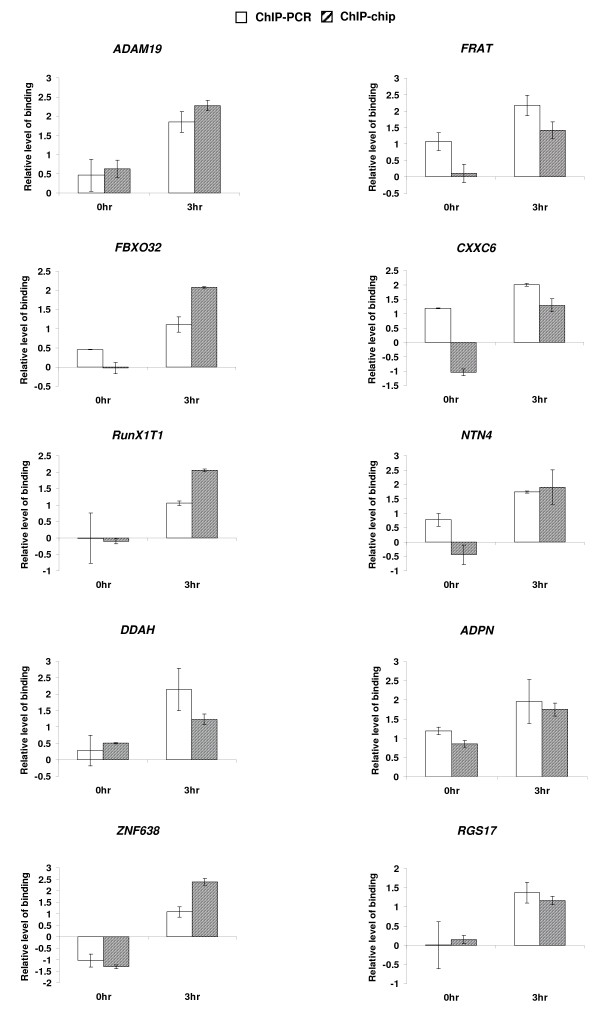
**Experimental validation of ChIP-chip results by ChIP-PCR analysis of 10 randomly selected TGF-β/SMAD target genes**. The cross-linked DNA from IOSE cells treated with TGF-β 1 of 10 genes were amplified by ChIP assays and measured by a real-time PCR machine. The ChIP-PCR values were from normalized experimental results from a standard curve, which was derived from total input DNA using the same primers. The plots are in log2 scale.

**Figure 3:**
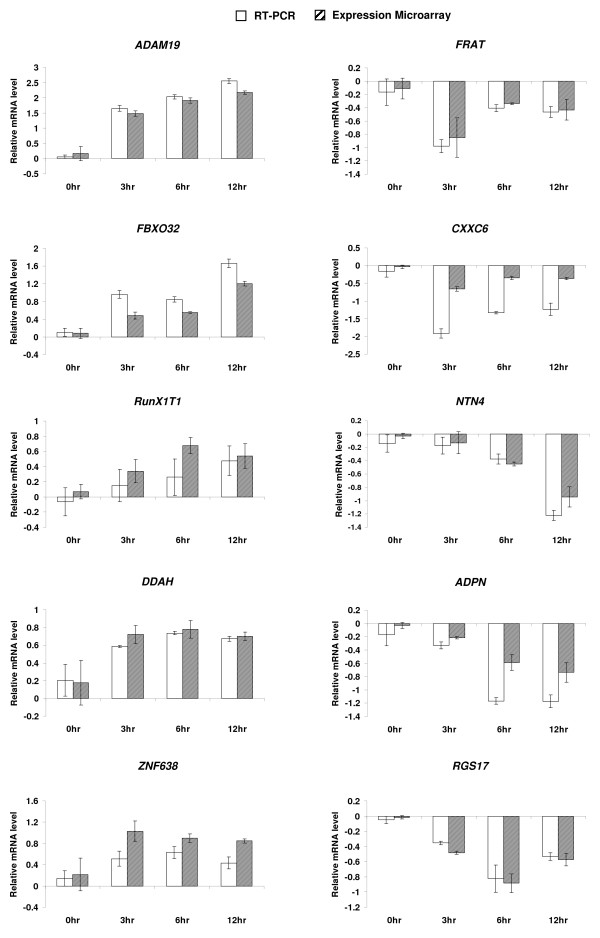
**Experimental validation of microarray results by RT-PCR analysis of 10 randomly selected TGF-β/SMAD target genes**. The mRNAs of 10 genes from IOSE cells, treated with TGF-β 1, were amplified by RT-PCR and measured by a real-time PCR machine. The fold-change in mRNA expression for each gene was calculated by setting the expression (RT-PCR or microarray) values at 0 hr to 1. The plots are in log2 scale.

### Random Forest variable selection followed by CART modeling identified novel co-regulatory modules in TGF-β/SMAD-responsive genes

In order to infer potential *cis*-regulatory SMAD modules and to discriminate target promoters of different synexpression gene groups, we applied classification methods driven by statistical learning approaches. For this classification analysis, we choose three major synexpression groups (sustained up-, transient up- and down-regulated from the hierarchical clustering) as different classes. The TFBSs, predicted by MATCH program, using the TRANSFAC (version 9.1) position weight matrices (PWMs), were used as the predictor variables of the classification function. Each predictor variable takes binary values 0 or 1 depending on the presence or absence of corresponding TFBS in the promoter region of interest. An attempt to classify the three synexpression groups (sustained up-, transient up- and down-regulated targets) by 3-class classifier resulted in very poor classification models (See Additional File 5 – Table S3), probably due to insufficient power as a result of the small sample sizes in each group. We, therefore, proceeded with a binary classification approach to build different classifiers for the two datasets – dataset 1 (up- vs. down-regulated targets) and dataset 2 (sustained up- vs. transient up-regulated targets).

We determined the presence of SBEs in the 150 putative targets using the position weight matrix that we developed on 67 experimentally known SBEs. The consensus sequence of SBEs is highly degenerate with a 5-bp core sequence CAGAC (Figure 4). We scanned 1 Kbp region (500-bp on each side of the probe) around all the positive 60-mer probes on the promoter microarray and found that 124 (82.6%) of the aforementioned 150 loci contained at least one SBE (Figure 4, See Additional File 5 – Table S2). The criterion set for searching SBEs was based on the upper limit of sonicated DNA fragment length (i.e., ~500 bp) in the ChIP assay. To confirm the significant enrichment of SBEs in the target regions, we scanned for SBEs in a randomly selected 10,000 sequences of length 1,060 bp from the human genome. We found that 71% of these regions contained at least one SBE at the same cutoff used for scanning the target regions. This suggests that there is a significant enrichment of SBEs (Fisher's exact test *p*-value 0.001) in the 150 putative targets in comparison to the random set of sequences of similar length.

**Figure 4:**
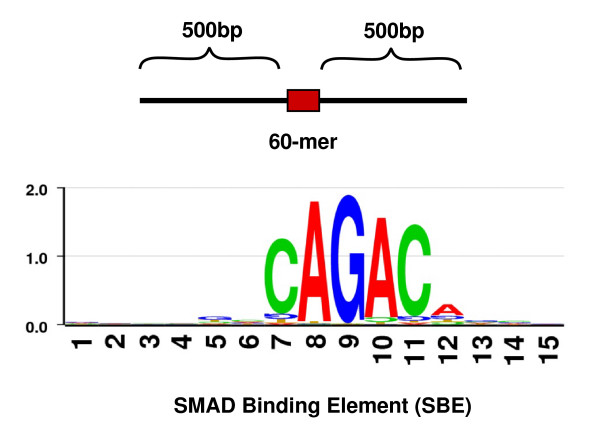
**Computational prediction of SMAD binding elements (SBEs)**. DNA sequences (1,060 bp) centered around each positive 60-mer probe sequence were used to detect SBEs. The degenerate nature of the binding site is shown by the SBE sequence logo, which was based on the 67 SBEs from literature (The logo was generated on ).

Next, we computationally analyzed the 124 loci for the presence of other TFBSs. A 440-bp sequence region centered on one SBE was obtained. This window (-220 bp, +220 bp) was used because 220 bp is the estimated length of DNA in one nucleosome. For sequences with more than one SBE, the one closest to the center of the 1,060 bp region was chosen. The MATCH program was used to predict the TFBSs [26]. These binding sites, present in at least 35% of either group (up- or down-regulated targets for dataset 1, sustained or transient targets for dataset 2), were retained in the data matrix as predictor variables. The 35% cut-off was arbitrarily chosen to keep the number of the predictor variables within a reasonable range. To increase our confidence, we tested and found that variation of this cut-off from 20% to 40% did not influence the outcome of the analyses. The final data-matrices contained a set of 164 and 159 TFBSs as predictor variables for dataset 1 and 2, respectively.

We initially fitted CART and RF models to our data. A direct application of these models did not provide satisfactory prediction accuracies (Table 1). However, a feature of RF that is especially relevant in the current analyses is the variable importance measure, which estimates the relative importance of the TFBSs in discriminating one group from another and helps to select the TFBSs that are probably involved in the SMAD modules. RF provided a rank for each of the prediction variables based on mean decrease in accuracy of classification. We present the top 30 ranked variables identified by RF analyses in Figures 5 and 6. We also collected transcription factors that are known to interact synergistically with SMAD from published literature and the information is presented in Table 2. It is interesting to note that more than one third of the TFs in the RF generated lists (Figures 5 &6) are previously known to interact cooperatively with SMAD. On the other hand, of the 22 known SMAD co-regulators in Table 2, 27% and 45% were respectively represented in the top 30 TFBSs selected by RF from datasets 1 and 2 (See Additional File 5 – Table S4). We then fitted the CART model on subsets of these pre-selected variables. Using this implementation, the misclassification rates were dramatically improved in all the cases (Table 1). Although some misclassification rates were still high, the classification model and the RF generated lists provided an important first step in the direction of predicting cis-regulatory modules involving SMAD.

**Table 1:** Misclassification rates by CART and RF modeling

		Error rate	
	Number of Independent variables	Class 1	Class 2
**Dataset 1: Down/Up**		**Down**	**Up**
Sample Size		51	65
CART	164	0.41	0.46
RF	164	0.59	0.31
RF + CART	4	**0.37**	**0.23**
**Dataset 2: Transient/Sustained**		**Transient**	**Sustained**
Sample Size		23	41
CART	159	0.22	0.68
RF	159	0.86	0.19
RF + CART	3	**0.17**	**0.27**

For each dataset, the synexpression group labeling was the dependent variable and the TFBSs were the independent variables. CART model was derived by using Gini splitting criterion, equal prior setting, unitary cost and a 10-fold cross validation. The best tree was selected by minimum cost. The error rates were the rates on the test sample by cross validation. RF was run with stratified sampling with an equal sample size for both classes, whereas the sample size was set to the one of the class with smaller number of observations. The error rates were the average of out-of-bag error rates of 100 runs of RF, each with 1000 trees. RF + CART was to build a CART model on the top most important variables selected by RF. For both datasets, RF + CART provided the best classification results with lowest misclassification rates.

**Table 2:** List of transcription factors that are known to interact synergistically with SMAD (collected from literature search)

**Cofactors**	**Target genes**
GATA4	*IAP*, *IFABP *[74]; *INHA *[75]

C/EBPβ, E2F4/5, FoxO	*p15INK4b *[76]; *c-MYC, p21Cip1, GADD45A, GADD45B, IER1, CTGF, JAG1, LEMD3, SGK, CDC42EP3*, and *OVOL1 *[77]

STAT3	*GFAP; HP *[78-80]

LEF/TCF	*MYC *[81]; *Xtwn *[52]

TCF/β-catenin, AP1	*Gastrin *[82,83]

MYOCD	*SM22alpha, Tagln *[84]

P53	*AFP *[85], AFP [56]

SOX9	*COL2A1*[86]

COUPTF	*COL7A1*[54].

SP1, SP3	*LPL *[87]; *vimentin *[88]

ETS-1	*CCN2 *[89]

NFKappaB and AP1	*IL6 *[90]

HIF1α	*VEGF *[91]

AP-1	*ET1 *[92]

HNF-4	*apolipoprotein C-III *[58]

TFE-3	*SERPINE1 *(*PAI-1*) [93]

MITF	*mmcp-7 *[94]

OCT-1	*GATA2 *[95,9]

AP-2	*Col7a1*[7]

RARγ	human gene promoter construct [59]

**Figure 5:**
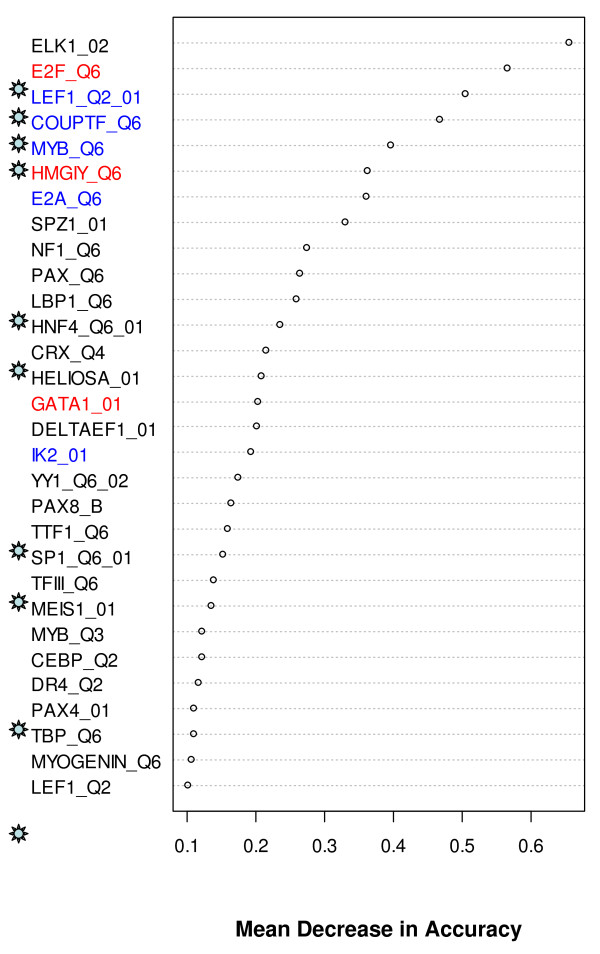
**Top 30 TFBSs selected by RF and their mean decrease in accuracy in up- vs. down-regulated SAMD target genes**. The mean decrease in accuracy was an average of 100 runs of RF. Experimentally known SMAD interacting TFBSs are marked with ☼. Statistically significant (*p*-value < 0.05 by Fisher's exact test) over-represented TFBSs are labeled in red and blue colors: red, over-represented in up- compared to down-regulated; Blue, over-represented in down- compared with up-regulated genes.

**Figure 6:**
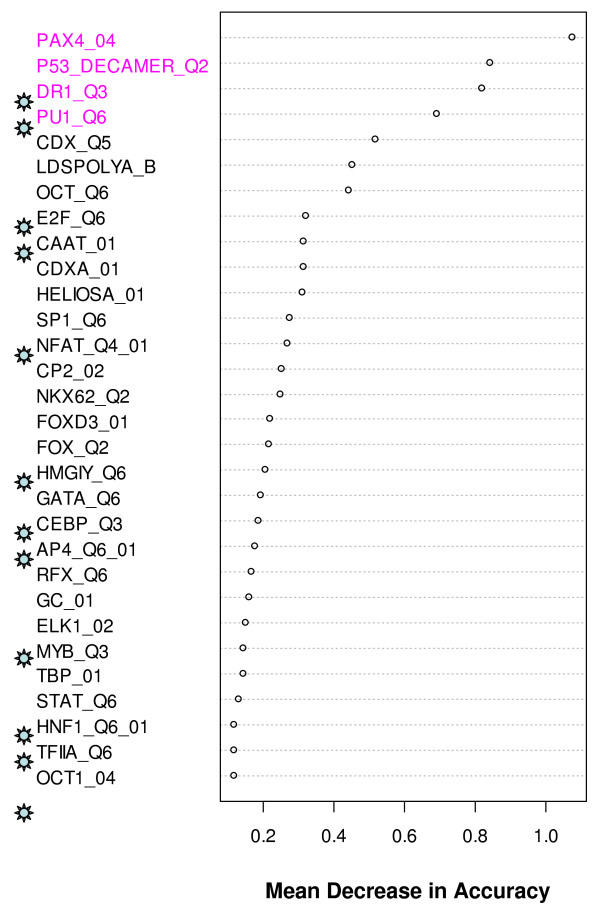
**Top 30 TFBSs selected by RF and their mean decrease in accuracy in sustained vs. transient SAMD target up-regulated genes**. The mean decrease in accuracy was an average of 100 runs of RF. Experimentally known SMAD interacting TFBSs are marked with ☼. Statistically significant (*p*-value < 0.05 by Fisher's exact test) over-represented TFBSs are labeled in magenta – over-represented in the sustained group as compared with the transient group.

The binary trees constructed by CART are presented in Figures 7 and 8. Six TGF-β/SMAD co-regulators that could influence the expression status of target genes in each synexpression group, LEF1, ELK1, COUPTF, E2F, P53 and PAX4, were identified. The presence or absence of four of these TFBSs (LEF1, ELK1, COUPTF and E2F) distinguished between up- and down-regulated TGF-β/SMAD targets, and binding of P53 and PAX4 was associated with up-regulated genes (sustained and transient groups). The DR1 in the CART tree that discriminates the subgroups of up-regulated targets stands for Direct Repeat 1, a DNA site bound by transcription factors PPAR, HNF-4, COUPTF and RAR from the family of thyroid hormone receptor-like factors. Table S5 (See Additional File 6) contains the list of modules and their target genes. 

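DKK1, a secreted inhibitor of Wnt signaling, was higher than at 0 hr by 0.73 ± 0.12 on the log2 scale at 3 hrs (standard error, n = 2 arrays per time point, adjusted p = 0.0138) and by 0.58 ± 0.12 at 12 hrs (adjusted p = 0.0237). Its change at 6 hrs was 0.47 ± 0.12 (adjusted p = 0.0609), and the array reads the gene at 1 probe set. CFLAR, an inhibitor of caspase 8, had changes of -0.01 ± 0.10, -0.03 ± 0.10 and -0.06 ± 0.10 at 3, 6 and 12 hrs at the probe set with the highest mean, none of which passed the test. At 1 of its 14 probe sets CFLAR was higher at each of the 3 times, with a largest change of 0.69 at 6 hrs, and it was lower at none. The calls of DKK1 ended without any 1 array of 0 or 3 hrs (adjusted p up to 0.15 at 3 hrs) and without any 1 array of 0 or 12 hrs (up to 0.193 at 12 hrs).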

Interestingly, several up-regulated target genes (PTHLH, DKK1 and CFLAR), predicted to have a P53 binding site, have been validated experimentally by others, indicating that our prediction approach is correct for these three genes [27-29]. To further validate our model, we performed RNAi knock-down experiments for ADAM19 [30], a gene predicted to have SMAD4 and E2F binding sites and whose expression is upregulated in normal ovarian epithelial cells (Figure 3). However, only a slight decrease in ADAM19 expression was observed after knock-down of SMAD4 in TGF-β-treated IOSE, suggesting that additional factors regulate expression of this SMAD4 target gene [30]. In this regard, our future experiments will investigate a role for E2F play in the control of ADAM19 expression.

**Figure 7:**
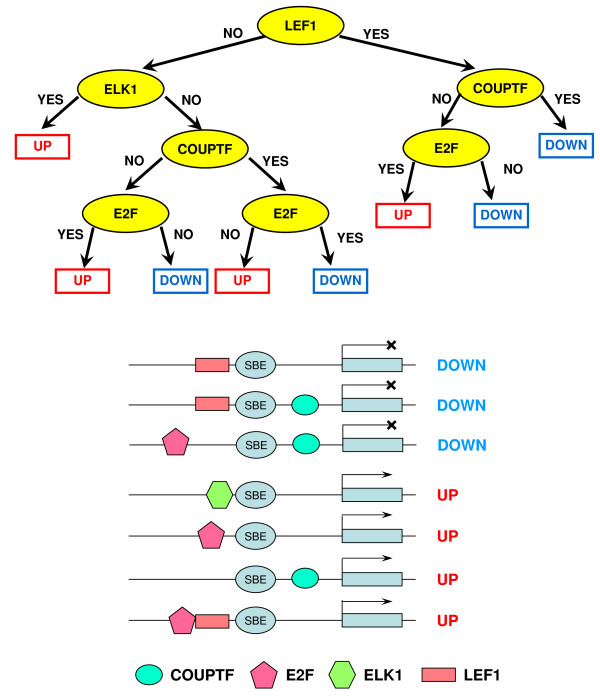
**Classification model that discriminates up- and down-regulated TGF-β/SMAD targets and corresponding SMAD co-regulatory modules**. Upper panel shows the CART model that discriminates between the TGF-β/SMAD up- and down-regulated targets. Lower panel shows the derived *cis*-regulatory modules of these target genes identified by the CART model. In the CART trees, "yes" means the TFBS was present and "no" means the TFBS was absent.

**Figure 8:**
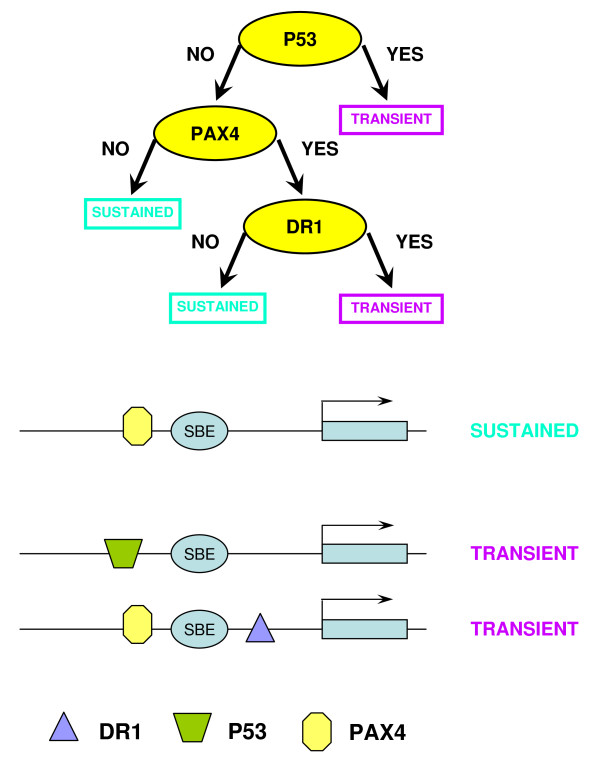
**Classification model that discriminates sustained and transient TGF-β/SMAD targets within the up-regulated group**. Upper panel shows the CART model and lower panel shows the derived *cis*-regulatory modules of these target genes identified by the CART model.

### Functional analyses of TGF-β/SMAD-responsive genes

We performed Ingenuity Pathway Analysis (Ingenuity^® ^Systems, , IPA 6.0) in order to find significant molecular functional categories in SAMD-target gene set and transform the target genes into a set of relevant networks by using literature-based records that are maintained in the Ingenuity Pathway Knowledge Base. We first performed IPA analyses independently on SMAD-responsive genes (from Affymetrix microarray analysis) and SMAD target genes (from ChIP-chip data analysis). The analyses produced 20 significant molecular and cellular functions (See Additional File 7 – Figure S4) that are significantly enriched in both gene sets. We found considerable overlap in the predicted pathways from both the data sets, and Wnt/β-catenin signaling pathway as one of the most significant pathways (Figure 9 and Table 3). 

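Members of the Wnt/β-catenin pathway moved in both directions. Of 56 measured members, 3 were higher and 3 lower at 3 hrs, 2 and 2 at 6 hrs, and 4 and 3 at 12 hrs (4 and 4, 5 and 6, and 5 and 4 when adjusted over the list alone). SOX4 was higher by 2.35 ± 0.10 at 6 hrs (standard error, n = 2 arrays per time point, adjusted p = 1.44e-05), and the ligand gene WNT5B by 0.92 ± 0.12 at 12 hrs (adjusted p = 0.00325). The receptor gene FZD2 was lower at 6 hrs (-0.76 ± 0.10, adjusted p = 0.00357), and the secreted antagonist SFRP1 at 12 hrs (-0.64 ± 0.10, adjusted p = 0.00781). Compared with all other genes, the list was not called in either direction, with a camera adjusted p of 0.962, 0.747 and 0.47 at the 3 times. Fry does not compare the list with other genes. Tested for change in either direction (fry, mixed), the list's adjusted p was 1.47e-06 at 3 hrs, 1.4e-05 at 6 hrs and 5.57e-07 at 12 hrs. Housekeeping genes, none of which was called at these times, also passed this mixed test (adjusted p = 0.0045, 0.000594 and 0.00027). Passing it therefore does not set the Wnt list apart. The paper's pathway analysis rests on overlap with its set of responsive genes, which neither camera nor fry tests. Of all 19775 genes, 549, 780 and 1132 were called at the 3 times. The share of Wnt members called was larger than that of all genes at each time, and this difference was not tested. Tested for a shared direction (fry), the Wnt list was called higher at 3 hrs (adjusted p = 0.0467) and 12 hrs (0.00645), not at 6 hrs (0.106). Its median log2 change was -0.08, -0.10 and -0.02 in turn. Of the 56 members, 4 are among the study's target genes. The call of SFRP1 ended without 0 hr replicate 1, 12 hr replicate 1 or 12 hr replicate 2 (adjusted p up to 0.0852) and with the mean of all its probe sets.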

Further, LEF1, an important transcription factor of β-catenin pathway, was predicted as a co-regulator of SMAD in our predicted SMAD modules. The cooperation between TGF-β and Wnt signaling pathways was also shown by several of earlier studies [31].

**Table 3:** Functional comparison of SMAD responsive (from gene expression) and SMAD-target (from ChIP-chip) gene sets obtained using Ingenuity Core analyses

**IPA Signaling Pathway**	Affymetrix (1095 genes)			SMAD predicted (150 targets)	
	
	IPA ratio	IPA p-value	No. molecules	IPA ratio	IPA molecules
TGF-beta signaling	0.169	3.68E-06	14	0.012	SMAD3

RAR activation	0.08	2.50E-03	15	0.011	GTF2H2, SMAD3

IGF-1 signaling	0.108	3.58E-03	10	n/a	n/a

Wnt/beta-catenin signaling	0.084	4.12E-03	14	0.018	CSNK1A1, DKK1, FRAT1

Cell cycle: G1/S checkpoint regulation	0.117	7.37E-03	7	0.033	HDAC9, SMAD3

BMP signaling	0.097	1.01E-02	10	n/a	n/a

GM-CSF signaling	0.113	1.34E-02	7	0.016	CAMK2D

LPS/IL-1 mediated inhibition of RXR function	0.065	2.68E-02	13	n/a	n/a

IL-4 signaling	0.1	5.15E-02	7	0.014	NFAT5

Only significant signaling pathways are listed. Ratio shows the relative overlap between number of molecules per pathway within each dataset over the total number of pathway-specific molecules present in Ingenuity Knowledge Base.

**Figure 9:**
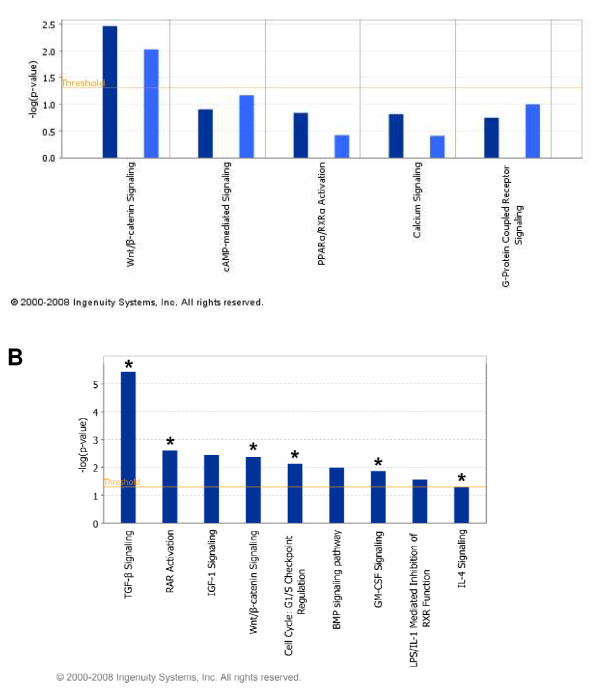
**Ingenuity Pathway Analysis of SMAD targets: (A)** A graphical representation of overlapping signaling pathways detected in differentially expressed genes and SMAD-target genes. Wnt/β-catenin was found to be significant. (**B**) The result of Ingenuity analyses of Affymerix gene expression and SMAD-predicted datasets. There are total nine significant signaling pathways (shown in bar graphs) for gene expression data, and six significant signaling pathways for SMAD-predicted molecules (shown by asterisks). There is a major functional overlap (about 70% or 6/9) between gene expression and SMAD-predicted data. Note that the p values were calculated by Ingenuity algorithm  per each pathway within Affymerix gene expression dataset and minus log p values are shown. The minus log p values for SMAD-predicted molecules are not shown.

## Discussion

Through the interactions of different co-regulators, specific transcription factors can regulate different cellular processes which sometimes lead to opposite downstream effects [32,33]. SMAD transcription factors rely on transcription cofactors for appropriate activation or repression of target genes in response to TGF-β. TGF-β/SMAD signaling pathway is important for growth inhibition in normal ovarian epithelium, thus signaling disruption may lead to ovarian tumorigenesis [13]. Although primary ovarian cancer retains TGF-β-mediated growth inhibition, studies demonstrated that most ovarian cancer are non-responsive to TGF-β signaling pathway [15,34]. 

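Among genes known to respond directly to TGF-β, 15 of 30 were called higher at each time. At 3, 6 and 12 hrs none, none and 1 were lower (19, 21 and 18 higher, and 1, 1 and 2 lower, when adjusted over the list alone), with a median log2 change of 0.63, 0.64 and 0.62. The medians were smaller in the first set of arrays (0.38, 0.47 and 0.36) than in the second (0.77, 0.87 and 0.84). From 3 hrs to 12 hrs, 2 members rose and 3 fell. The growth factor gene HBEGF, for example, had 1.52 ± 0.12 at 3 hrs and 0.20 ± 0.12 at 12 hrs (adjusted p = 0.00179 for the fall). SKIL, a repressor of SMAD proteins, was higher by 1.93 ± 0.11 at 3 hrs (standard error, n = 2 arrays per time point, adjusted p = 8.2e-05), and the inhibitory SMAD7 by 1.68 ± 0.21 at 6 hrs (adjusted p = 0.00357). This list stood above all other genes at 3, 6 and 12 hrs with a camera adjusted p = 1.2e-19, 4.5e-20 and 9.31e-16, and adjusted p = 0.558, 0.399 and 0.317 with an estimated correlation. BMP and ID target genes, which answer the related BMP branch, were lower in 4 of 14 members at 12 hrs and higher in none (4 when adjusted over the list alone; camera adjusted p = 0.0228, and adjusted p = 0.298 with an estimated correlation). ID1 stood at -1.51 ± 0.12 and ID2, another inhibitor of basic helix-loop-helix factors, at -1.30 ± 0.17. Among 30 components of the TGF-β and BMP pathways, 7 were higher and 1 lower at 3 hrs, for example the ubiquitin ligase gene SMURF1 (0.95 ± 0.10). Adjusted over the list alone, these were 11 and 3. The camera adjusted p at 3 hrs was 0.000351, and 0.564 with an estimated correlation. At 6 hrs 8 were higher and 3 lower, and at 12 hrs 9 and 3. The list was not called at 6 hrs (camera adjusted p = 0.06) or 12 hrs (0.3). By camera it was lower at 12 hrs than at 3 hrs (adjusted p = 0.014, and 0.446 with an estimated correlation). Mesenchymal genes of the epithelial to mesenchymal transition were higher in 7 of 20 and lower in 2 at 12 hrs (9 and 4 when adjusted over the list alone; camera adjusted p = 7.36e-05, and adjusted p = 0.286 with an estimated correlation). The cadherin genes CDH11 and CDH2 rose by 1.78 ± 0.12 and 1.72 ± 0.11 and the transcription factor gene SNAI1 by 1.43 ± 0.11, while TWIST1, another such factor, stood at -0.81 ± 0.11, a call that ended without 12 hr replicate 1 (adjusted p = 0.0554). Epithelial genes were higher in 1 of 20, DSP of the desmosome (2.04 ± 0.10), and lower in 1, the keratin gene KRT18 (-0.45 ± 0.09, adjusted p = 0.0289), and the list was not called (camera adjusted p = 0.338; 2 and 1 when adjusted over the list alone). Extracellular matrix genes were higher in 9 of 30 and lower in 2 at 12 hrs (12 and 5 when adjusted over the list alone; camera adjusted p = 0.000456, and adjusted p = 0.34 with an estimated correlation), with COL4A1 of basement membranes at 0.98 ± 0.09. Actin cytoskeleton genes and targets of SRF were higher in 5 of 18 and lower in none (9 when adjusted over the list alone; camera adjusted p = 6.49e-07, and adjusted p = 0.317 with an estimated correlation), with TPM1, a tropomyosin, at 0.83 ± 0.10. Of the TGF-β direct list 4 members, and of the matrix list 3, are among the study's own target genes. Leaving out single arrays brought the count of 15 at 3 hrs to 9 (0 hr replicate 2) and 7 (3 hr replicate 2), and at 12 hrs the 9 matrix genes to 3 (0 hr replicate 2, 12 hr replicate 1 and 12 hr replicate 2), the 7 mesenchymal genes to 4 (0 hr replicate 2 and 12 hr replicate 1) and the 4 BMP and ID genes to 2 (12 hr replicate 1 and 2); without the replicate block these counts were 8, 3, 4 and 3. The BMP and ID list itself was no longer called without 0 hr replicate 1 or 12 hr replicate 1, and the call of KRT18 ended without any 1 array of 0, 6 or 12 hrs (adjusted p up to 0.17).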

The cell line that we used in this study is responsive to TGF-β thus allowing us to evaluate the disruption of TGF-β signaling pathway in ovarian cancer. While most of the recent studies used expression microarrays to interrogate TGF-β targets in a particular system, those approaches cannot differentiate between direct and in-direct TGF-β/SMAD4 targets [35,36]. In our study, we combined both ChIP-chip and expression microarray data to identify TGF-β/SMAD4 targets. This approach provides important information regarding the direct TGF-β/SMAD4 targets as they relate to ovarian biology. The regulatory module that we identified may also be important in understanding the disruption of TGF-β signaling in ovarian cancer. Only 17 out of the 150 TGF-β/SMAD targets were previously known to respond to TGF-β in various systems (See Additional File 4 – Table S1). Thus, more than 90% of the targets identified in this study are novel targets.

To gain further insight into the potential biological relevance of these newly identified TGF-β/SMAD targets, we classified the 150 targets by biological functions. This analysis revealed that the majority of the targets are related to either signaling pathways or play a role in transcriptional regulation (See Additional File 7 – Figure S4). For example, expression of the kit ligand, KITLG, is downregulated after addition of TGF-β, a result consistent with a previous study demonstrating that treatment of rat ovarian surface epithelial cells with TGF-β results in KITLG downregulation [37]. 

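KITLG was lower than at 0 hr at 12 hrs, by -0.80 ± 0.12 on the log2 scale (standard error, n = 2 arrays per time point, adjusted p = 0.00558), after changes of -0.35 ± 0.12 at 3 hrs (adjusted p = 0.174) and -0.47 ± 0.12 at 6 hrs (adjusted p = 0.0678). Of its 4 probe sets, 3 were lower at 12 hrs, none was higher and 1 did not pass the test. The gene of its receptor, KIT, was lower at 6 hrs by -2.43 ± 0.27 (adjusted p = 0.0019) and at 12 hrs by -2.38 ± 0.27 (adjusted p = 0.00148). The log2 level of KIT was 6.93 and 7.41 on the 2 arrays of 0 hr, and already 5.53 and 5.07 on those of 3 hrs. The call of KITLG at 12 hrs ended without 0 hr replicate 2 or 12 hr replicate 1 (adjusted p up to 0.0707).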

Interestingly, KITLG is an important regulator of ovarian surface epithelial cell growth, and up-regulation of KITLG expression has been reported in ovarian cancer [38,39]. Taken together, these observations suggest that disruption of TGF-β signaling pathway may lead to altered KITLG expression, which in turn could contribute to ovarian cancer carcinogenesis. An exciting extension is the possibility of KITLG activation in ovarian cancer initiating cells (OCICs), as we recently reported upregulation of the KITLG receptor, c-kit/CD117, in this highly tumorigenic subpopulation of cells in human ovarian adenocarincomas [40].

It is interesting to note that TGFBR2 and SMAD3 were among the down-regulated targets, suggesting a possible negative feedback loop in the pathway. 

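SMAD3, which carries the signal of the receptor to the nucleus, fell by 1.20 ± 0.13 on the log2 scale at 6 hrs (standard error, n = 2 arrays per time point, adjusted p = 0.00149) and by 1.21 ± 0.13 at 12 hrs (adjusted p = 0.000935), with -0.52 ± 0.13 at 3 hrs (adjusted p = 0.0688). All 4 of its probe sets were lower at 6 and at 12 hrs. TGFBR2, the type II receptor of TGF-β, was lower at 6 hrs (-0.57 ± 0.10, adjusted p = 0.0179) and at 12 hrs (-0.71 ± 0.10, adjusted p = 0.00502), as were both of its probe sets. SKIL and SMAD7, which act against the pathway, were still above 0 hr at 12 hrs (1.42 ± 0.11, adjusted p = 0.000191, and 1.46 ± 0.21, adjusted p = 0.00519). The call of TGFBR2 ended at 6 hrs without any 1 array of 0 or 6 hrs (adjusted p up to 0.168) and at 12 hrs without 0 hr replicate 1 or 12 hr replicate 1 (up to 0.0694), and that of SMAD7 at 12 hrs without 12 hr replicate 2 (0.0664).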

Since our microarray platform spans only the promoter regions, the number of binding sites in the present study is likely to be an underestimate at the whole genome level as recent finding indicates that the transcription factor binding happens throughout the genome [41]. On the other hand, we have identified a total of 1946 SMAD4 targets by ChIP-Chip, but only 150 shows expression changes. The other 1796 targets, however, may show expression changes after 12 hours of TGF-β stimulation but could not be detected in the current setting. Alternatively, those targets may require other transcription factor(s) for initiation. Although the presence of false positive cannot be excluded, our experimental design, in which the ChIP-chip data is subtracted from 3 hr after addition of TGF-β to 0 hr, should have minimized this possibility.

In order to decipher complex gene regulatory networks associated with signaling pathways that play critical roles in normal and aberrant cell behavior, accurate prediction of transcription factor co-regulatory modules is essential [42]. Computational analyses that rely solely on motifs derived from position weight matrix scanning are considered far from perfect and known to produce both false-positive and false-negative results [26]. Phylogenetic footprinting, can be used to identify conserved sequences between distantly related species thereby improving module discovery [43]. However, this comparative genomics approach can only partially improve prediction accuracy due to the lack of conserved binding sites among species and the unavailability of human gene counterparts in other organisms for comparative genomic analysis. With the advance of ChIP-chip technologies, we can now computationally interrogate the interactions between *cis*-acting elements and transcription factors using experimental data [44]. Recently, computational approaches that combine seemingly disparate experimental data have been successful in developing concise pathway models and transcriptional modules [45,46]. RFs have been receiving increased attention in the data-mining field as a means of variable selection in many classification tasks in computational biology, including the selection of a subset of genetic markers and genes in microarray data analysis relevant for the prediction of a certain disease [47-50]. Here, we have used an integrative modeling approach that combines CART and RF to classify different SMAD target promoters with reasonably good classification accuracy and reduced instability. Other popular classification methods, such as Naïve Bayes Tree, Logistic Model Tree, Bagging and LogitBoost (reviewed in [51]) or combination of these algorithms with RF may give different performance results and derive different SMAD modules, which needs a systematic testing. Although the main goal in classification is to build a model with minimal mis-classification error in cross-validation (Table 1), in this application we are equally interested in identifying TFBSs as highly important discriminating variables. One of the main goals of our analyses is to select potential SMAD interacting transcription factors from a large feature space (>150 transcription factors from Transfac database) in order to build SMAD modules. RF algorithm generates internal estimates of the decrease in the classifier's overall accuracy if that particular variable was not used in building the classifier. Thus, variables (TF binding sites) with larger importance measures can be deemed to have more power in discriminating different groups. A notable fact about our RF feature selection procedure is that more than one third of the transcription factors in the top ranking variables (Figures 5 and 6) are previously known to synergistically interact with SMAD in regulating the target promoter (Table 2). Conversely, a substantial number of the known SMAD co-regulators appeared as the most important variables (See Additional File 5 – Table S4). This demonstrates the power of RF feature selection procedure and indicates that other top ranking transcription factors could be novel partners of SMAD, resulting in different transcriptional outcomes.

We first built a large number of RFs to identify and rank TFBSs of importance; and then supplied the resultant TFBSs as a relatively smaller set of predictor variables to CART for classification, using step-wise forward selection procedure. Based on our original microarray data, this process dramatically improved the misclassification error rate compared to using CART or RF analysis alone. By running a large number of RFs, we obtained a stable rank for the most important variables, which could not be achieved with a single RF run. When fitting the CART model, a series of models were built, starting with the most important TFBS as the predictor variable, followed by systematically adding more TFBSs from the variable reservoir. As expected, the overall misclassification error rate (defined as the sum of the error rates for the individual groups) first decreased and then increased again (See Additional File 8 – Figure S5). The one at the bottom of the decreasing trend is the best model, overcoming the limitation of using pre-set arbitrary cutoff values for variable selection in other CART models [42].

By computational prediction, 83% of the target promoters contained SMAD4 consensus sequences, a significant enrichment compared to a random set of sequences. The consensus sequence of the SBE, nevertheless, contains only a weak signal. To ensure the binding of the SMAD complex, the presence of the binding sites of the co-regulators is equally important. Based on the ChIP-chip data, the combined classification tree analysis accurately predicted previously known TGF-β/SMAD co-regulators, including LEF1 [52], ELK1 [53], COUPTF [54], E2F [55], and P53 [56]. The transcription factors that recognize the DR1 site, PPAR, HNF-4, COUPTF and RAR are all known SMAD partners [54,57-59]. The combined RF and CART analysis also uncovered a novel co-regulator, PAX4, a paired-homeodomain transcription factor and important regulator of pancreas development [60,61]. Previous studies have demonstrated regulation of PAX4 expression by activin A, a TGF-β superfamily member, and transcriptional regulation via interactions between paired domain transcription factors PAX8 and PAX6 and SMAD [62,63]. Therefore, it seems reasonable to suggest that our computational prediction of a PAX4-SMAD interaction and subsequent target gene co-binding could contribute to gene up-regulation (Table S5). Furthermore, as a potential tumor suppressive function for PAX4 has recently been reported [64], we speculate that disruption of PAX4 could compromise TGF-β-mediated growth inhibition and contribute to ovarian carcinogenesis.

Our integrative computational modeling and Ingenuity Pathway Analysis suggests that SMAD and LEF1 co-regulate some of the up-regulated SMAD responsive genes. It was shown that the activation of MSX2 gene was mediated via the cooperative binding of SMAD4 at two SBEs and of LEF1 at two Lef1/TCF binding sites [65]. However, these predicted SMAD regulatory modules need to be confirmed by biological experiments. First, quantitative ChIP-PCR with the antibody against a TF can corroborate the recruitment of the TF to the promoter region of the target gene. Second, a promoter of a target gene with a TFBS deleted can be compared to a wild-type promoter to see if the TFBS confers any biological activity in a promoter-reporter assay setting. Third, comparison of target gene expression levels in cells transfected with siRNAs against specific SMAD proteins, or against a TF predicted to be a SMAD co-regulator, or against both, can reveal if there is any synergistic action between the two interacting partners.

## Conclusion

In conclusion, we have identified 124 TGF-β/SMAD targets by microarray experiments coupled with bioinformatics. Further computational analysis using CART and RF modeling has identified several transcription factor modules and provided important information in the transcriptional control of TGF-β/SMAD signaling. Guided by this computational information, experiments are underway to verify these co-regulator modules in normal and aberrant conditions such as ovarian cancer, a disease in which dysregulation of TGF-β/SMAD signaling has recently been demonstrated [66].

## Methods

### Chromatin Immunoprecipitation Microarray (ChIP-chip)

IOSE cells were maintained in a 1:1 mixture of medium 199 (Sigma, St. Louis, MO) and 105 (Sigma) supplemented with 10% FBS, 400 ng/ml hydrocortisone (Sigma), 10 ng/ml EGF and 50 units/ml of penicillin/streptomycin (Invitrogen, Carlsbad, CA). The cells were treated with 10 ng/ml of TGF-β1 (Sigma) for 3 hrs and then crosslinked with 1% formaldehyde for 10 min. Chromatin immunoprecipitation was performed by using a ChIP assay kit (Upstate Biotechnology, Lake Placid, NY) as described previously [42]. In brief, 1 × 10^6 ^cells were sonicated and immunoprecipitated by incubation with an anti-SMAD4 polyclonal antibody (H552, Santa Cruz Biotechnology, Santa Cruz, CA). Immunoprecipitated (ChIP) and total input DNAs were amplified by ligation-mediated-PCR for 24 cycles. Two μg of ChIP-DNA or input DNA were aminoallyl-labeled using the BioPrime DNA labeling system (Invitrogen) and then coupled with Cy5 and Cy3 fluorescence dyes (Amersham, Buckinghamshire, UK), respectively. DNAs were then co-hybridized to a modified version of whole genome oligonucleotide microarray (~44,000 60-mer probes; Agilent Technologies, Palo Alto, CA) representing the promoter regions of ~17,000 unique genes [67]. Following hybridization, the arrays were washed and then scanned using a GenePix 4000A Scanner (Axon, Union City, CA), followed by analysis with GenePix Pro 6.0 software (Axon).

### Expression Microarray

Total RNAs from IOSE cells treated with TGF-β1 at 0, 3, 6, and 12 hrs were extracted using TRIzol reagent (Invitrogen) following the manufacturer's instructions. In brief, about 1.5 μg of total RNA were reverse transcribed into cDNA using a HPLC-purified T7-oligo(dT) primer and Superscript II reverse transcriptase (Invitrogen). Biotinylated antisense cRNAs were then generated by *in vitro *transcription using the Bioarray RNA transcript labeling kit (Enzo Life Sciences, Farmingdale, NY). Fifteen μg of fragmented cRNAs were then hybridized to a Human Genome U133A plus 2.0 GeneChip Oligonucleotide Array (Affymetrix, Santa Clara, CA), representing over 47,000 transcripts in the human genome. Finally, the microarray slides were scanned using a GeneChip Scanner 3000 (Affymetrix) and analyzed by GeneChip Operating Software.

### Microarray Analysis

For ChIP-chip, low quality spots that were flagged by the software and spots that had a percentage of pixels with intensities more than two standard deviations above the background for each color ≤ 50% and spots with signal to noise ratio of ≤ 1.25 were excluded from the analysis. Background corrected median intensities of two channels were normalized by using intensity-dependent lowess normalization, and the binding ratio of immunoprecipitated DNA to control DNA was determined for each spot on the microarray [68]. By adopting a single-array error model, a confidence estimate (*p*-value) for each binding ratio was estimated using standard deviations of the two background-intensities [69]. Binding ratios for each of the 2 replicated samples were combined by a weighted average method, and final *p*-values were calculated for the weighted ratios at the 0- and 3-hr time points [69]. A gene was deemed to be bound if its weighted ratio at 3-hr time point is above 2 with *p*-value < 0.01 and showed at least a 30% increase in relative binding compared to 0 hr time point. Then, in order to identify candidate TGF-β/SMAD targets from the bound gene list, genes that showed significant changes in gene expression would be selected after expression microarray analysis.

For expression microarrays, gene expression levels from probe intensities were estimated using a robust multichip average method with quantile normalization and background correction [70]. Principal component analysis (PCA) of 8 Affymetrix arrays showed high variation between the two sets of replicated arrays that were processed on two distinct days (day1 and day2). 

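In a principal component analysis of the deposited log2 values, component 1 held 30.1% of the variance and component 2 held 25.7%. Time point explained 76.8% of component 1 and the set of replicated arrays 23.1%, against 24.7% and 72.1% of component 2. The deviations of arrays from the mean of their time point correlated at 0.34 to 0.45 within a set, across probe sets, so that replicate number was used as the set. The values between sets (-0.34 or lower) add nothing, since with 2 arrays per time point the deviations of a pair are exact opposites. Among named genes, the interferon-induced OAS2 and MX2 passed the test from 3 hrs to 12 hrs (-1.24 ± 0.11 and -1.40 ± 0.11, standard error, n = 2 arrays per time point) with the set of arrays in the model and not without it, whereas IL1B passed it in both cases.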

A two-way mixed model ANOVA analysis with a fixed effect of time variation (0 hr, 3 hr, 6 hr, and 12 hr) and a random effect of day variation (day1 and day2), using Partek software (Partek Discovery Suite 6.2, Partek Inc, St. Louis, MO), was performed to identify and remove the day-to day variation from gene expression estimates. Corrected gene expression estimates, were used for further analysis. Cluster analysis of 8 samples using all the genes, was performed using centered correlation metric and average linkage method. To study the effect of different time points on gene expression, ANOVA analysis was applied. Individual contrasts within the ANOVA model was estimated in order to identify differentially expressed genes that show significant up- or down-regulation at 3, 6 or 12 hr compared to 0 hr using Partek software. Genes with a significant contrast (*p*-value < 0.05) and an absolute fold change over 1.5 were considered as differentially regulated.

Gene promoters that were identified as Smad4-bound at 3 hr (relative to 0 hr) in the ChIP-chip data analysis, and those that showed significantly differential gene expression estimates at 3 hr, 6 hr or 12 hr (relative to 0 hr), were considered to be candidate TGF-β/SMAD targets. Hierarchical cluster analysis of the candidate TGF-β/SMAD target genes was then performed by the centered correlation metric and average linkage method, using expression array data [71].

### Quantitative ChIP-PCR and RT-PCR

To confirm candidate TGF-β/SMAD target promoters, ChIP-PCR was conducted using immunoprecipitated DNAs as templates. Primers (sequences available upon request) were designed to flank a region within 500 bp of the predicted SMAD binding element. Fold-enrichment of amplified DNAs was determined using previously described protocols [42].

Quantitative RT-PCR was performed as described previously [42]. To remove potential DNA contamination, 2 μg of total RNA was treated with DNase I (Invitrogen) and then reverse transcribed with Superscript II reverse transcriptase (Invitrogen). Specific primers for amplification are available on request.

### Ingenuity Pathways Analysis

Ingenuity Pathways Analysis (Ingenuity^® ^Systems, , IPA 6.0) Compare Biomarker feature was used to define common molecules for gene expression (Affymetrix U133A, 1095 molecules) and ChIP-chip data (Agilent Technologies, 2135 molecules) followed by functional analyses aimed to determine the similarities between SMAD-module predicted and IPA-generated targets. The functional analyses run separately on SMAD-predicted and IPA-generated targets identified the biological functions that were most significant to the data sets. Genes from each data set associated with biological functions in the Ingenuity Pathways Knowledge Base (IPKB) were considered for analyses. In addition, IPA Core analysis feature was used to define the signaling pathways common for Affy and SMAD-predicted datasets. More than 800,000 objects currently present in IPKB ontology were used to define algorithmically whether the tested dataset fit into the existing canonical pathways. Fischer's exact test was used to calculate a p-value determining the probability that each biological function assigned to that data set is due to chance alone. Ratios were the relative representation of the number of hits within the tested dataset against the total number of hits within the IPKB.

### Prediction of SMAD and Other Transcription Factor Binding Sites

Sixty-seven SMAD binding elements (SBEs) from human, mouse and rat were collected from the published literature (See Additional File 9 – Table S6). The consensus SBE 5'-CAGAC-3' was extended 6 bp upstream and 4 bp downstream. A SBE position weight matrix on the 15 bp sequences was constructed by formula , where *f*_*b*, *i *_is the number of nucleotide *b *at position *i*, *N *is the number of sequences, and *p(b) *is the background frequency of nucleotide *b*. In the PWM, the 8^th ^and 9^th ^positions were fixed to nucleotide A and G, respectively. The background frequency was determined on 100,000 pseudo-SBE sequences. A 3,000 bp region (-2,000 bp, +1,000 bp), flanking the transcription start site of randomly selected human promoters from the MPromDb database, was extracted [72]. For every AG nucleotide base pair present in the promoter sequence, the flanking regions (-7 bp, +6 bp) were extracted to represent a 15 bp pseudo-SBE sequence. An in-house Perl script was developed that could detect SBEs in Fasta sequences (program available upon request). The core score was the score on the 5 bp consensus SBE; the full score was that on the whole 15 bp sequence. In determining SBEs, the 60-mer sequence on the 44K promoter microarray was equally extended on both directions to a 1,060 bp sequence and scanned for SBE using 0.9 and 0.7 as cutoffs for the core and full scores, respectively. Other transcription factor binding sites that fall within -220 bp to +220 bp of a SBE were of interest in the CART and RF analysis. These binding sites were detected by the MATCH program, using the position weight matrices from TRANSFAC database (TRANSFAC 9.1, minSum profile) [26].

### Random Forest

The Random Forest (RF) classifier is based on growing a large ensemble of classification trees, and the majority vote of the trees determines the class of an observation [21]. Each tree is constructed on a bootstrapped sample from the original data and only a number of randomly selected predictor variables are used in tree branch splitting. This number is a user-defined parameter or set to a default value, i.e. square root of the total number of predictor variables. The result is not sensitive to this number. An estimate of the classification error is supplied by the out-of-bag sample, i.e. the observations that are not used in a particular tree construction. The class label of the out-of-bag sample is predicted by the tree and compared with the true label of the sample. The whole tree ensemble thus generates the misclassification error rate.

While RF is considered as a "black box" method, with no interpretable classification model is present at the end of the application, it still provides useful information, such as variable importance. One of the measures of variable importance is the mean decrease in accuracy, calculated using the out-of-bag sample. The difference between the prediction accuracy on the untouched out-of-bag sample and that on the out-of-bag sample permuted on one predictor variable is averaged over all trees in the forest and normalized by the standard error. This gives the mean decrease in accuracy of that particular predictor variable which has been permuted. Thus, the importance of the predictor variables can be ranked by their mean decrease in accuracy.

For our random forest analysis, we used the RF package in R , with each RF run having 1000 trees in the forest. Stratified sampling with equal sample size in each stratum was employed for the bootstrapped sampling [73]. The dependent variable was the synexpression group labeling derived from the hierarchical clustering of the expression levels of the TGF-β/SMAD target genes. Each predicted transcription factor binding site within the 440 bp sequence, which was centered on a predicted SBE, was considered as a binary predictor variable, with 1 for presence, 0 for absence. Transcription factor binding sites that were present in at least 35% of the sequences of either class were retained in the data matrix for RF, as well as for CART analysis.

### Classification and Regression Tree Analysis

Because of its simplicity and interpretability, CART is one of the most frequently used classification tools [22]. The building of the tree is a 3-stage process. In the first stage, the tree is grown by recursively dividing the data space to binary spaces. The splitting variable and the splitting point can be selected by several criteria. We used the Gini index, defined as , for a node *t *with estimated class probabilities *p(j|t), j *= 1,..., *J*, where *J *is the total number of classes. Once a large tree is grown, the next step is to prune it, until the root node remains in the tree. This pruning procedure, guided by a minimal cost complexity measure, creates a nested subset of trees. The optimum tree is the one with the lowest misclassification error rate by cross validation. CART software (Salford Systems, San Diego, CA) was used in our analysis with equal prior setting and a 10-fold cross validation. The misclassification cost for each class was set to 1. We note that CART differs with RF in that it only builds one tree based on all predictor variables; while RF combines multiple (1000 in our case) trees that are constructed on randomly selected predictor variables.

### Random Forest Variable (TFBSs) Selection for CART Model

When the number of predictors is large and the number of observations is small (so called "*small n large p" *problem in the field of Statistics), CART generally produces a poor classification result due the instability of the individual trees. However, RFs can increase the prediction accuracy as compared to single CART tree, because the ensemble adjusts for the instability of the individual trees induced by small changes in the learning sample, which weakens the prediction accuracy in test samples [22]. Therefore, we first used RF for selecting the most important variables, which were then included in the CART analysis. Because of the randomness inherent to RF, such as random bootstrapping of the data and random selection of the predictor variables for splitting, the most important variables selected by RF would be different from each run. However, the variables that are truly important would consistently appear at the top of the most important list. Therefore, we ran the RF 100 times, with each run having 1000 trees. The variables were then ranked by the average of the 100 runs, with regard to the mean decrease in accuracy.

A series of CART models were then built on the top 30 most important variables in a systematic way. The dataset that the CART model was built upon, initially had only one independent variable (the most important one), and was expanded, by adding more independent variables from the list of the top 30 most important variables, in the order of decreasing importance. The error rates from cross-validation of the CART models are shown in Figure S5A (See Additional File 8). The CART model with the lowest overall misclassification error rate was chosen as the final model. This criterion also agrees with using sensitivity and specificity to judge the model performance (See Additional File 8 – Figure S5B).

The ChIP-chip data are under the accession number [GEO:GSE6727] and the Affymetrix gene expression data are under the accession number [GEO:GSE6653] at the GEO database.

## Abbreviations

TGF-β: transforming growth factor beta; SBE: SMAD Binding Element; TFBS: transcription factor binding site; ChIP-chip: Chromatin Immunoprecipitation (ChIP) followed by microarray analysis; CART: Classification And Regression Tree Analysis; RF: Random Forest algorithm; IOSE: immortalized ovarian surface epithelial cells

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

HQ designed the computational methods and performed the statistical analyses. MWYC designed the experimental methods and performed the ChIP-chip experiments. PY coordinated the microarray experiments. SL, DP, IJS, FJA helped with the bioinformatics analyses. CB and ASLC helped with the experimental methods. EVN performed the pathway analyses. HJL, KPN, JHS and LCS participated in the design of the study. RD and TH formulated and directed the design of the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1. Reproducibility of ChIP-chip experiments**. Normalized log ratios (immonuprecipated DNA over total input DNA) of the biological replicate experiments (0 hrs untreated or 3 hrs TGF-β1-treated) are plotted as smooth scatter plots. Binding ratios for 150 significant genes are indicated by red dots. The overall correlation coefficient of each plot is also shown. Click here for file

Additional file 2 **Figure S2. Reproducibility of expression microarrays**. Dye intensities (log 2) from the technical replicate experiments (0 hrs untreated, 3, 6, 12 hrs TGF-β1-treated) are plotted as scatter plots. Expression data for 150 significant genes are indicated by red dots. The overall correlation coefficient of each plot is also shown. Click here for file

Additional file 3 **Figure S3. Cluster analysis of expression microarray**. Data from expression microarrays were used to perform cluster analysis. The replicates at each time points were technical replicates and were labeled as "Rep1" and "Rep2". The scale bar is "1-correlation". Therefore, the shorter the distance, the stronger the correlation. The result showed that data from the treated and the untreated experiments can be grouped into two different clusters. Click here for file

Additional file 4 **Table S1. List of 150 putative TGF-β/SMAD target genes and their expression levels**. Genes are sorted from most change to lease change according to binding response to treatment. 

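The folds printed in Table S1 were looked for among the changes of each gene's own probe sets. Of 135 matched rows, 116 have a probe set whose 3 log2 changes lie within 0.02 of the printed folds, at the probe set with the highest mean for 64 rows and at another one for 52. With the rows shuffled 100 times, the median number found was 0 and the highest 1. Among the 70 sustained and transient up-regulated genes, 29 were found at another probe set than the brightest, among them ZNF638, CFLAR and RUNX1T1. In 27 of these 29 genes the probe set found was higher at an adjusted p under 0.05 (limma) at 3, 6 or 12 hrs, against 9 at the brightest. Their median largest rise was 0.76 on the log2 scale, against a median of 0.19 at the brightest probe set at the same time. The median level of the probe sets found was 6.83 on the log2 scale and that of the brightest ones 9.48, with 5.68 over all probe sets. Of the 56 down-regulated genes, 22 were found at another probe set, and 14 of these were lower at the brightest one too. The rows were chosen by the study on these arrays, and the probe sets after the printed folds were seen, so that these counts are not independent evidence.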

Click here for file

Additional file 5 **Supplementary Tables S2, S3 and S4**. Table S2. Distribution of TGF-β/SMAD target genes. Table S3. Misclassification rates by CART and RF modeling with three synexpression groupsTable S4. Selection of known SMAD co-regulators by RF. Click here for file

Additional file 6 **Table S5. Predicted modules for TGF-β/SMAD target genes**. Column 1 shows the SMAD target gene, column2 gives the predicted SMAD module; columns 3 and 4 show the predicted and observed groups respectively. Click here for file

Additional file 7 **Figure S4. A graphical representation of overlapping molecular and cellular functions in SMAD responsive (from Affymetrix array data) and SMAD target (from ChIP-chip) gene sets from Ingenuity Pathway Analysis**. A graphical representation of overlapping molecular and cellular functions for 73 IPA and 145 SMAD-module predicted targets sorted by a p-value. The significance of each function was calculated by Fischer's exact test (see Methods). Click here for file

Additional file 8 **Figure S5. Choosing the best CART model by step-wise forward variable selection procedure**. **Figure S5A**: Plot of the mean error rates as a function of the number of variables in the CART model (top ranking 30 most important variables selected by RF were used by step-wise forward selection, starting with the most important variable) for dataset 1: up- vs. down-regulated targets and dataset 2: Sustained up- vs. transient up-regulated targets. The error rates were a summation of the error rates of the two classes and were estimated from 10-fold cross-validation. The error rates first dropped and then increased as a function of the number of independent variables. The best CART models, in terms of the lowest overall error rate, consisted of 4 variables for up vs down and 3 variables for sustained up- vs. transient up-regulated targets. **Figure S5B**: The sensitivity versus 1-specificity plot of the CART models. Down regulated target class and transient up-regulated class were selected as positive group for datasets – 1 and 2, respectively. The sensitivity and specificity values were derived from the confusion matrix on the test data reported by the CART software. The point closest to the upper left corner (1-specificity = 0, sensitivity = 1) on each plot was indicated with an arrow, which was the best model in terms of a balance between sensitivity and specificity. For both datasets, equal mis-classification cost rate was used. Consequently, the model with optimal sensitivity and specificity values was also the model with the lowest overall error rate. Click here for file

Additional file 9 **Table S6. List of 67 sequences containing SBEs from the published literature**. Column 1 shows the number of experimentally known binding sites (SBEs) within each target gene; columns 2, 3, 4 and 5 give the gene symbol, Unigene ID, Accession ID and Gene ID respectively; columns 6 and 7 give the relative start and end positions of the SBE (relative to transcription start site); column 8 gives the SBE; columns 9 to 12 give the chromosomal location of the SBE (The genomic coordinates are according to Human NCBI Build 35; Rat Nov. 2004 (rn4) assembly & Mouse NCBI Build 36); columns 13 and 14 give the sequence around SBE (-50 to +50 around the SBE) and its length respectively. Click here for file

# Supplementary material for: An integrative ChIP-chip and gene expression profiling to model SMAD regulatory modules
**Source:** BMC Syst Biol. 2009 Jul 17;3:73. doi: 10.1186/1752-0509-3-73
**Supplement:** Additional file 1 — Figure S1. Reproducibility of ChIP-chip experiments. Normalized log ratios (immonuprecipated DNA over total input DNA) of the biological replicate experiments (0 hrs untreated or 3 hrs TGF-β1-treated) are plotted as smooth scatter plots. Binding ratios for 150 significant genes are indicated by red dots. The overall correlation coefficient of each plot is also shown.

## Slide 1
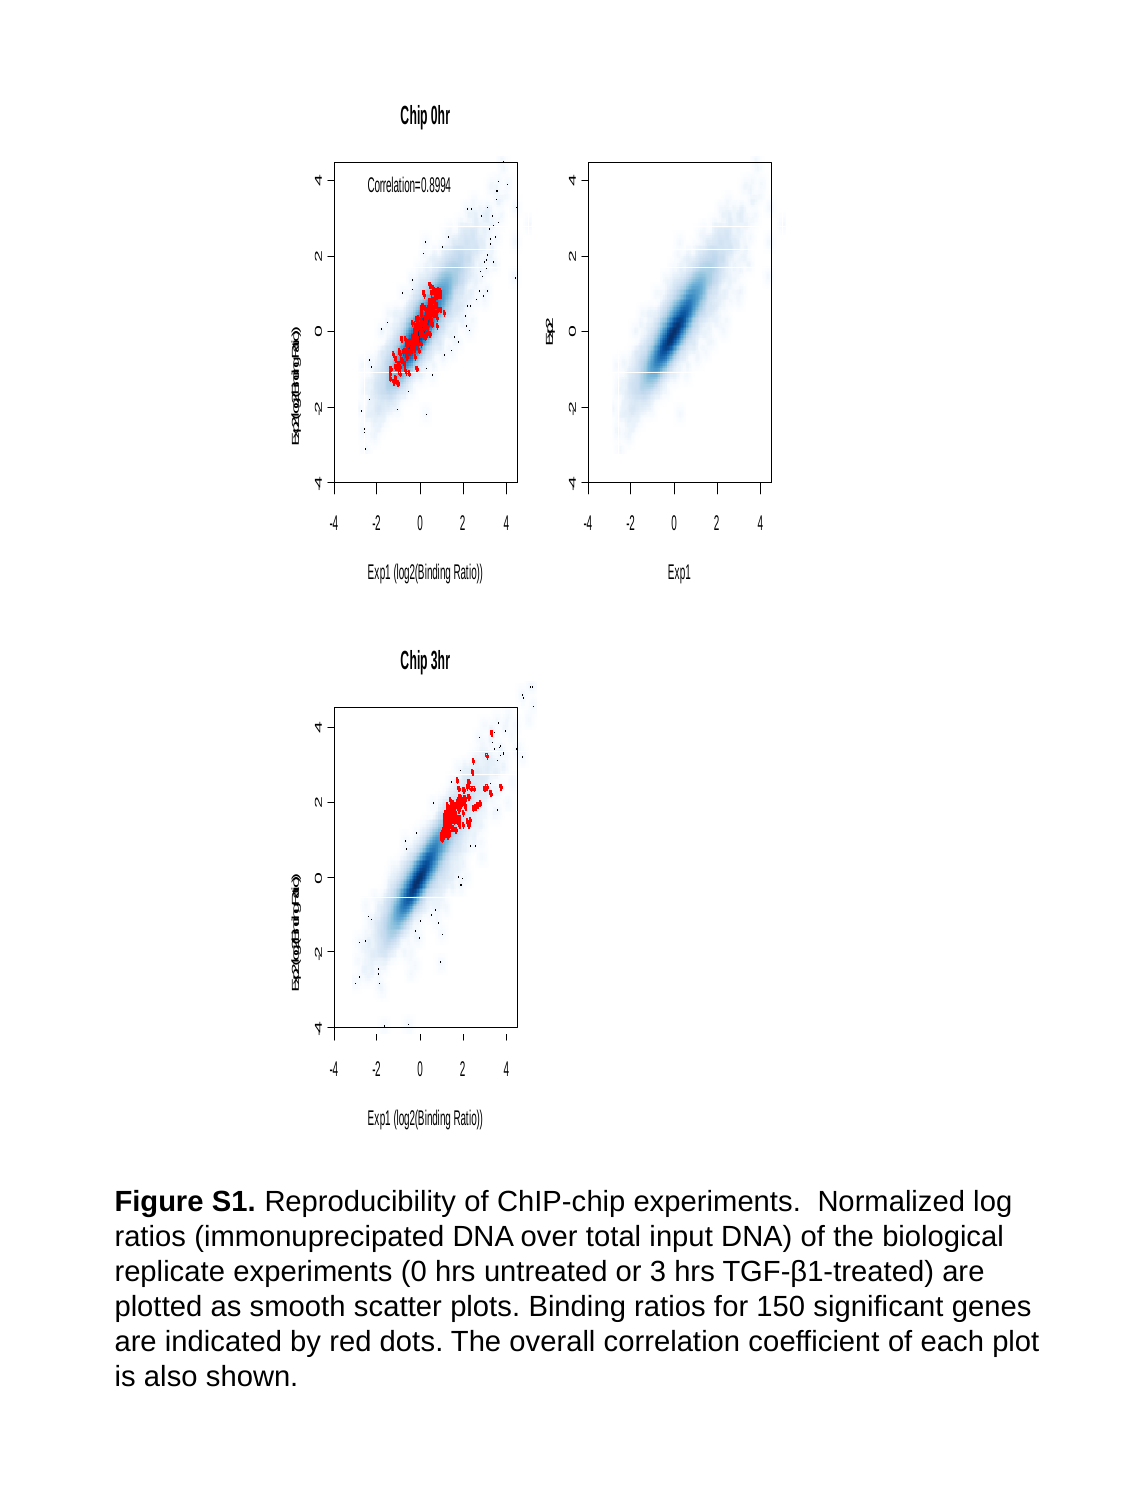

Figure S1. Reproducibility of ChIP-chip experiments. Normalized log ratios (immonuprecipated DNA over total input DNA) of the biological replicate experiments (0 hrs untreated or 3 hrs TGF-β1-treated) are plotted as smooth scatter plots. Binding ratios for 150 significant genes are indicated by red dots. The overall correlation coefficient of each plot is also shown.

# Supplementary material for: An integrative ChIP-chip and gene expression profiling to model SMAD regulatory modules
**Source:** BMC Syst Biol. 2009 Jul 17;3:73. doi: 10.1186/1752-0509-3-73
**Supplement:** Additional file 2 — Figure S2. Reproducibility of expression microarrays. Dye intensities (log 2) from the technical replicate experiments (0 hrs untreated, 3, 6, 12 hrs TGF-β1-treated) are plotted as scatter plots. Expression data for 150 significant genes are indicated by red dots. The overall correlation coefficient of each plot is also shown.

## Slide 1
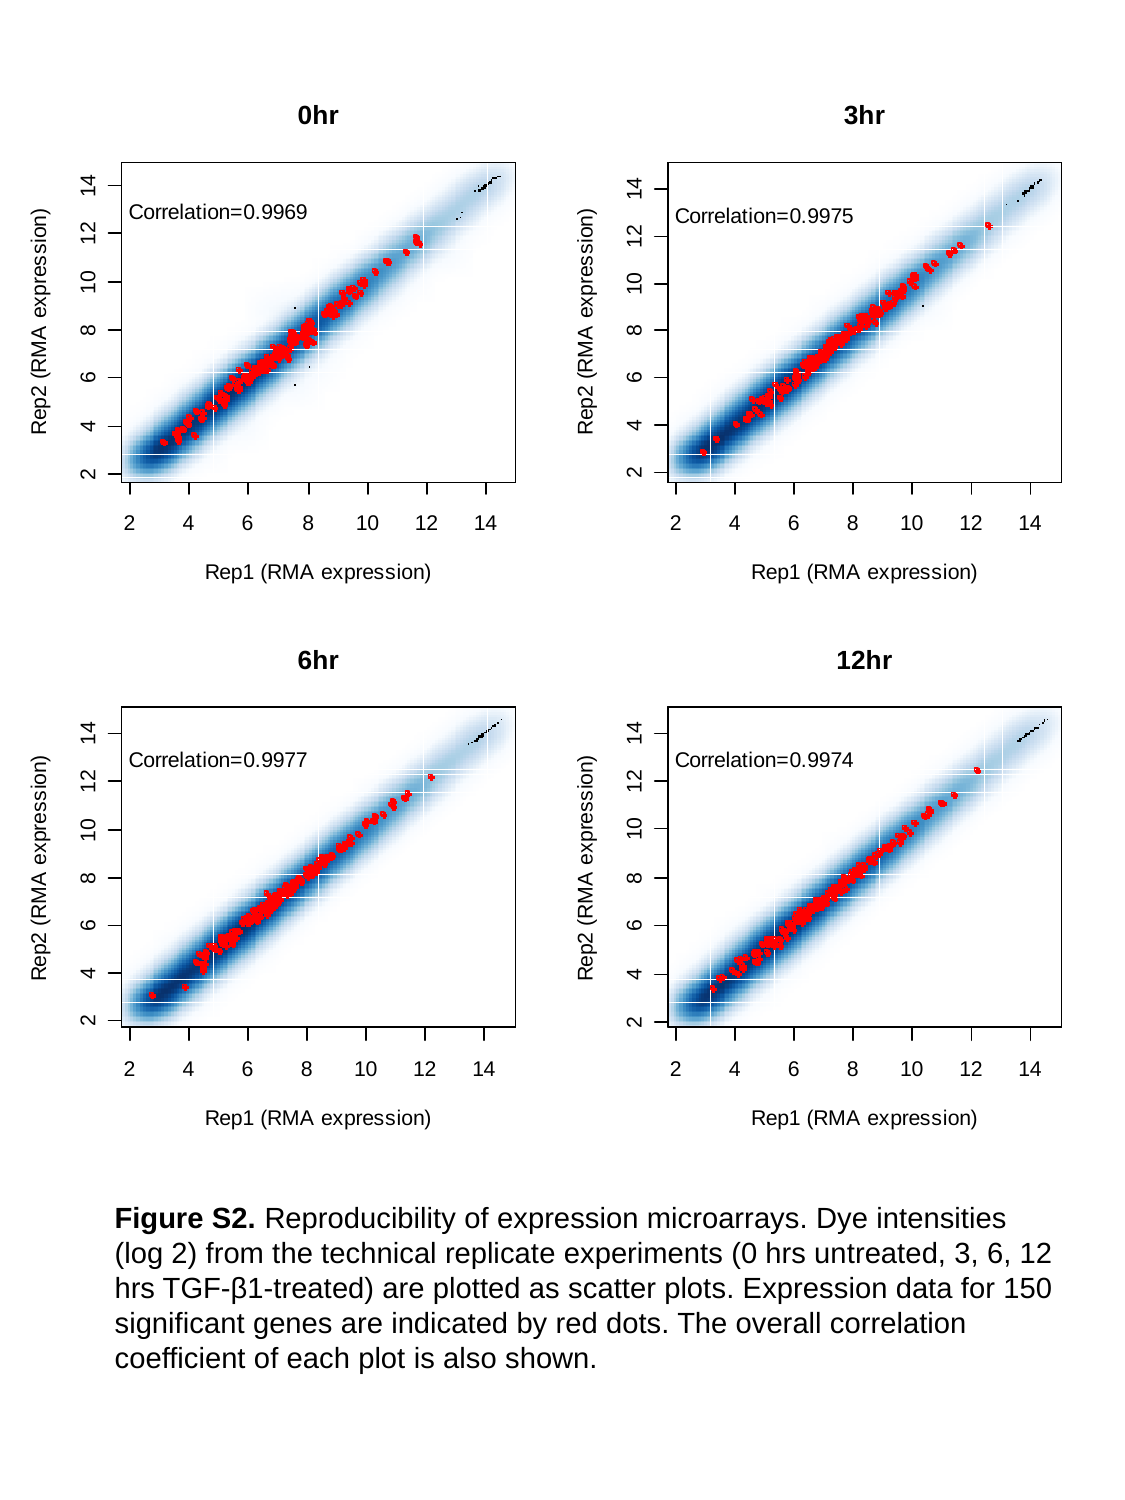

Figure S2. Reproducibility of expression microarrays. Dye intensities (log 2) from the technical replicate experiments (0 hrs untreated, 3, 6, 12 hrs TGF-β1-treated) are plotted as scatter plots. Expression data for 150 significant genes are indicated by red dots. The overall correlation coefficient of each plot is also shown.

# Supplementary material for: An integrative ChIP-chip and gene expression profiling to model SMAD regulatory modules
**Source:** BMC Syst Biol. 2009 Jul 17;3:73. doi: 10.1186/1752-0509-3-73
**Supplement:** Additional file 3 — Figure S3. Cluster analysis of expression microarray. Data from expression microarrays were used to perform cluster analysis. The replicates at each time points were technical replicates and were labeled as "Rep1" and "Rep2". The scale bar is "1-correlation". Therefore, the shorter the distance, the stronger the correlation. The result showed that data from the treated and the untreated experiments can be grouped into two different clusters.

## Slide 1
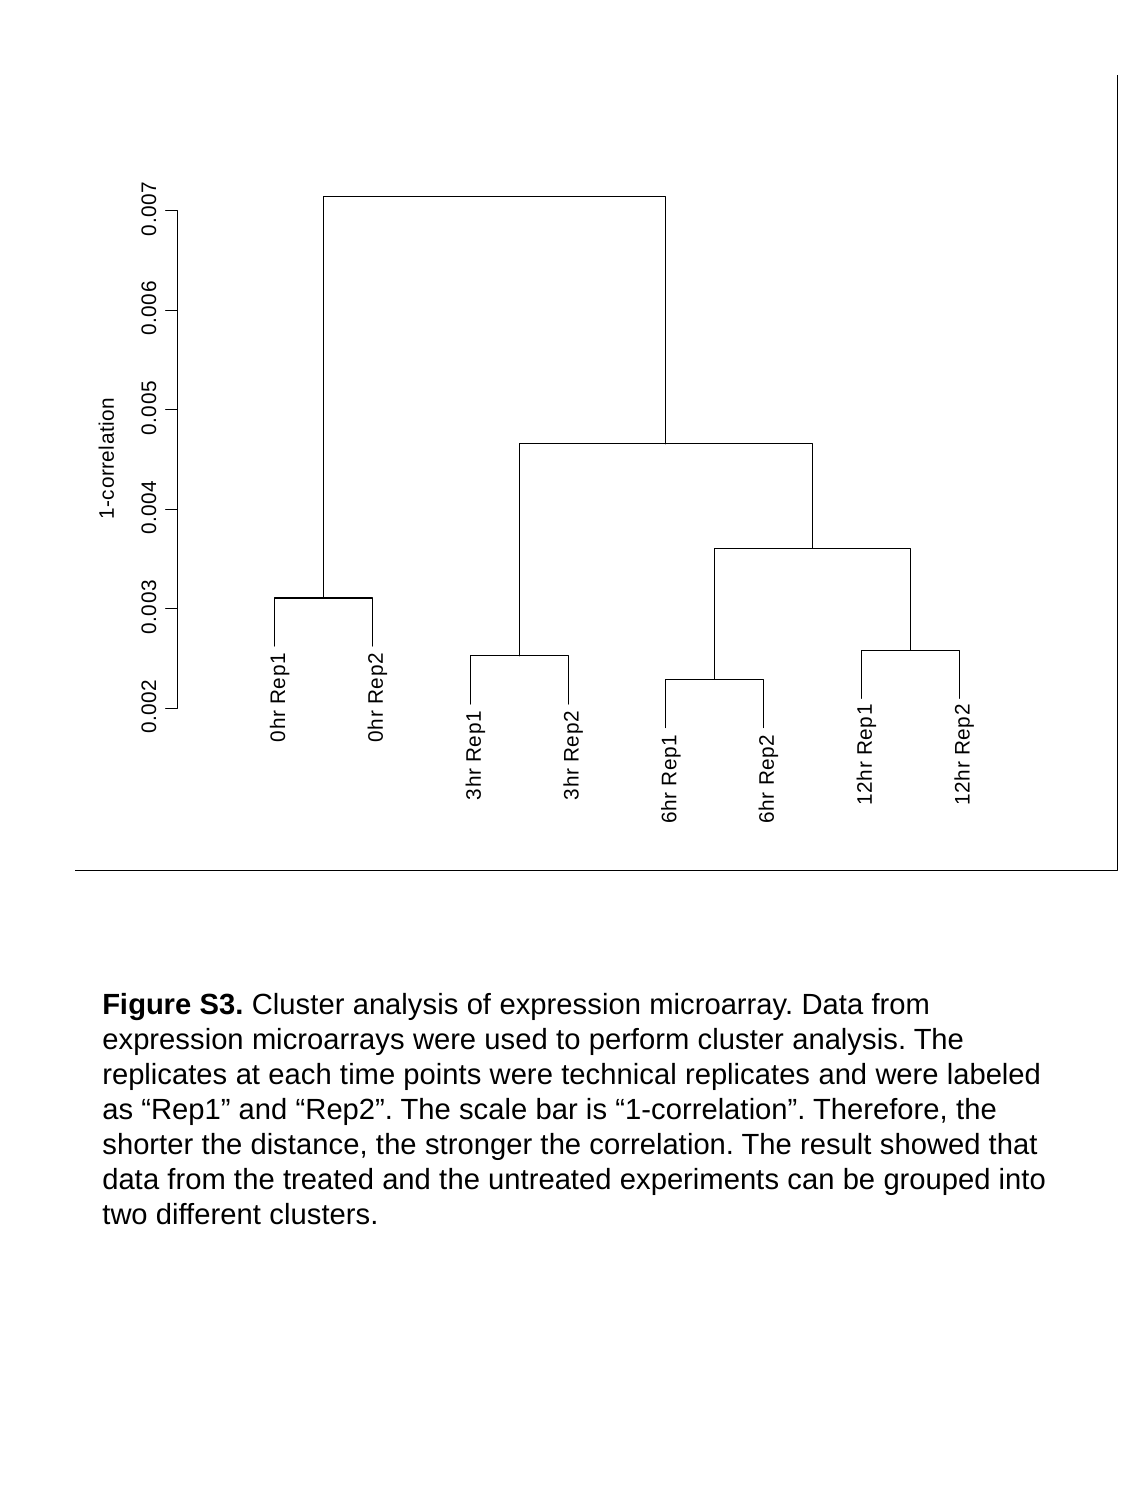

Figure S3. Cluster analysis of expression microarray. Data from expression microarrays were used to perform cluster analysis. The replicates at each time points were technical replicates and were labeled as “Rep1” and “Rep2”. The scale bar is “1-correlation”. Therefore, the shorter the distance, the stronger the correlation. The result showed that data from the treated and the untreated experiments can be grouped into two different clusters.

# Supplementary material for: An integrative ChIP-chip and gene expression profiling to model SMAD regulatory modules
**Source:** BMC Syst Biol. 2009 Jul 17;3:73. doi: 10.1186/1752-0509-3-73
**Supplement:** Additional file 5 — Supplementary Tables S2, S3 and S4. Table S2. Distribution of TGF-β/SMAD target genes. Table S3. Misclassification rates by CART and RF modeling with three synexpression groupsTable S4. Selection of known SMAD co-regulators by RF.

**Supplementary Tables S2, S3 and S4**

**Table S2.** Distribution of TGF-β/SMAD target genes

| Group | Number of genes | Number of genes  with SBE |
| --- | --- | --- |
| Total | 150 | 124 |
| Group 1 | 1 | 1 |
| Group 2 (Up) | 80 | 65 |
| Top Branch (Sustained) | 54 | 41 |
| Middle Branch (Transient) | 25 | 23 |
| Bottom Branch | 1 | 1 |
| Group 3 | 4 | 4 |
| Group 4 (Down) | 62 | 51 |
| Group 5 | 3 | 3 |

**Table S3.** Misclassification rates by CART and RF modeling with three synexpression groups

|  | Number of  Independent variables | Error rate | | |
| --- | --- | --- | --- | --- |
| Sustained Up | Transient Up | Down |
| Sample Size |  | 41 | 23 | 51 |
| CART | 170 | 0.88 | 0.66 | 0.49 |
| RF | 170 | 0.64 | 0.93 | 0.52 |
| RF + CART | 6 | 0.49 | 0.26 | 0.57 |

Please refer to the note of Table I.

**Table S4.** Selection of known SMAD co-regulators by RF

| TFBS of Known SMAD co-regulators | Dataset 1  Up vs. Down | Dataset 2  Sustained vs. Transient |
| --- | --- | --- |
| AP-1 | No | No |
| AP-2 | No | No |
| C/EBP | No | Yes |
| COUPTF | Yes | No |
| E2F4/5 | Yes | Yes |
| ETS-1 | No | No |
| FoxO | No | Yes |
| GATA4 | No | Yes |
| HIF1 | No | No |
| HNF-4 | Yes | Yes |
| LEF/TCF | Yes | No |
| MITF/TFE3 | No | No |
| MYOCD | No | No |
| NFKappaB | No | No |
| OCT | No | Yes |
| P53 | No | Yes |
| RAR | Yes | Yes |
| SOX9 | No | No |
| SP1 | Yes | Yes |
| SP3 | No | No |
| STAT3 | No | Yes |
| TCF/-catenin | No | No |
| Selected | 6 | 10 |
| %selected | 27% | 45% |

# Supplementary material for: An integrative ChIP-chip and gene expression profiling to model SMAD regulatory modules
**Source:** BMC Syst Biol. 2009 Jul 17;3:73. doi: 10.1186/1752-0509-3-73
**Supplement:** Additional file 7 — Figure S4. A graphical representation of overlapping molecular and cellular functions in SMAD responsive (from Affymetrix array data) and SMAD target (from ChIP-chip) gene sets from Ingenuity Pathway Analysis. A graphical representation of overlapping molecular and cellular functions for 73 IPA and 145 SMAD-module predicted targets sorted by a p-value. The significance of each function was calculated by Fischer's exact test (see Methods).

## Slide 1
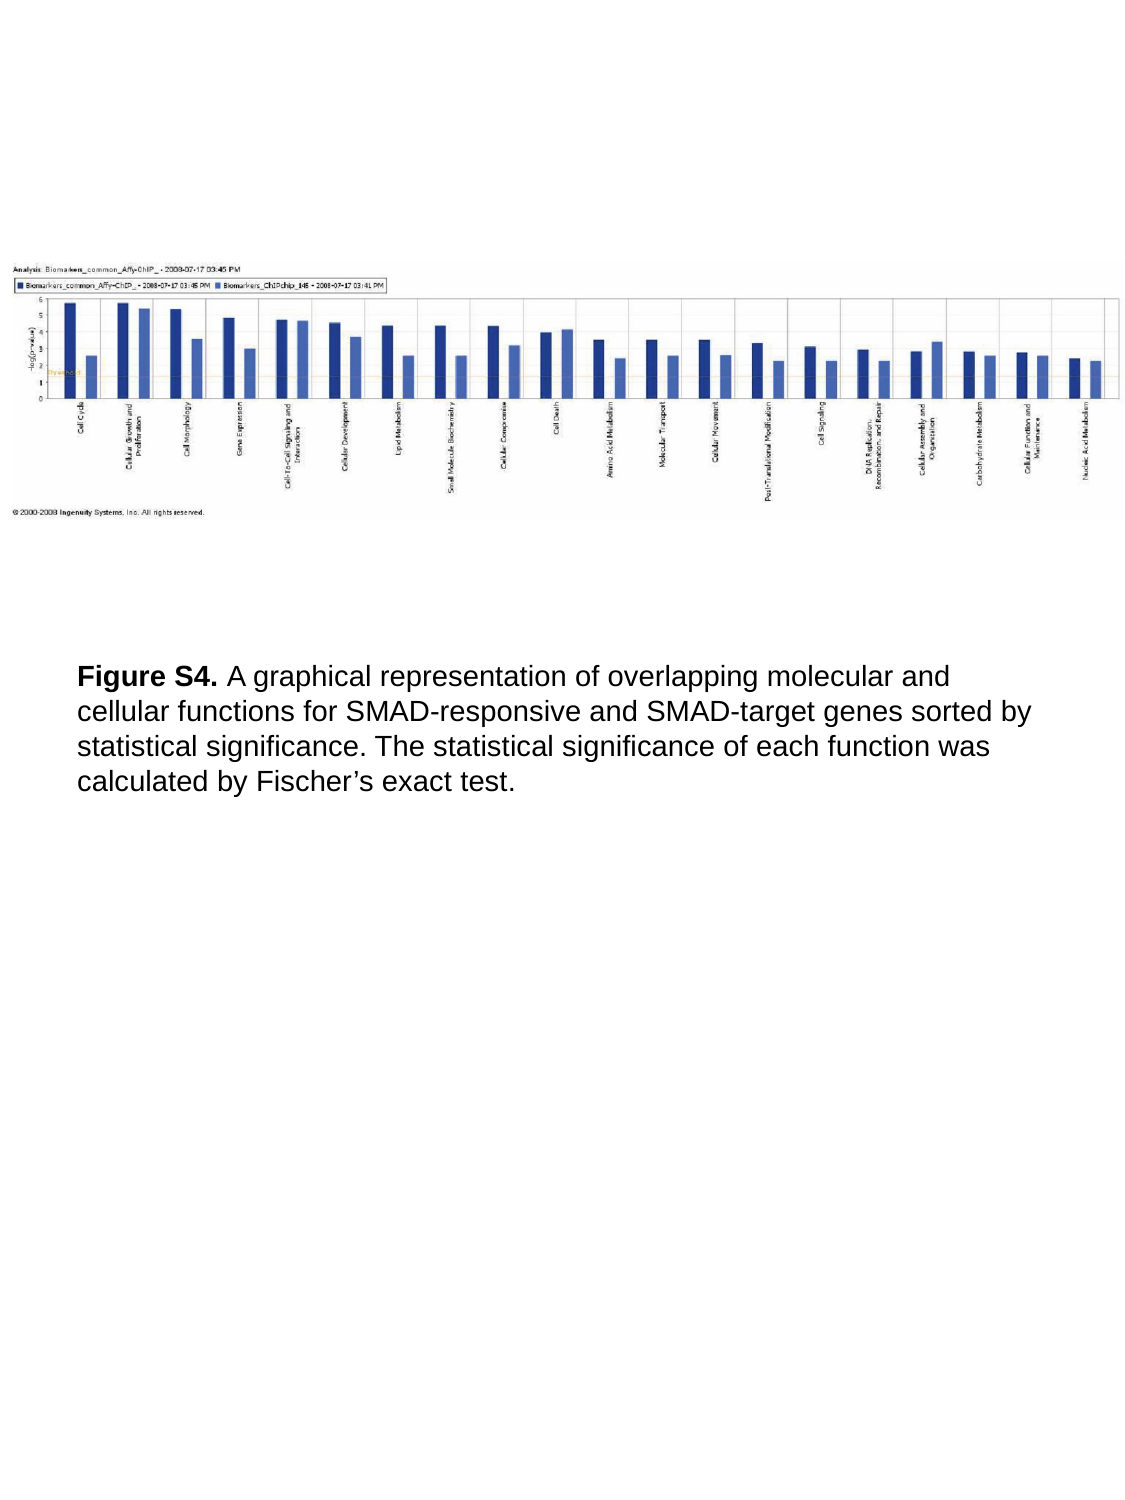

Figure S4. A graphical representation of overlapping molecular and cellular functions for SMAD-responsive and SMAD-target genes sorted by statistical significance. The statistical significance of each function was calculated by Fischer’s exact test.

# Supplementary material for: An integrative ChIP-chip and gene expression profiling to model SMAD regulatory modules
**Source:** BMC Syst Biol. 2009 Jul 17;3:73. doi: 10.1186/1752-0509-3-73
**Supplement:** Additional file 8 — Figure S5. Choosing the best CART model by step-wise forward variable selection procedure. Figure S5A: Plot of the mean error rates as a function of the number of variables in the CART model (top ranking 30 most important variables selected by RF were used by step-wise forward selection, starting with the most important variable) for dataset 1: up- vs. down-regulated targets and dataset 2: Sustained up- vs. transient up-regulated targets. The error rates were a summation of the error rates of the two classes and were estimated from 10-fold cross-validation. The error rates first dropped and then increased as a function of the number of independent variables. The best CART models, in terms of the lowest overall error rate, consisted of 4 variables for up vs down and 3 variables for sustained up- vs. transient up-regulated targets. Figure S5B: The sensitivity versus 1-specificity plot of the CART models. Down regulated target class and transient up-regulated class were selected as positive group for datasets – 1 and 2, respectively. The sensitivity and specificity values were derived from the confusion matrix on the test data reported by the CART software. The point closest to the upper left corner (1-specificity = 0, sensitivity = 1) on each plot was indicated with an arrow, which was the best model in terms of a balance between sensitivity and specificity. For both datasets, equal mis-classification cost rate was used. Consequently, the model with optimal sensitivity and specificity values was also the model with the lowest overall error rate.

## Slide 1
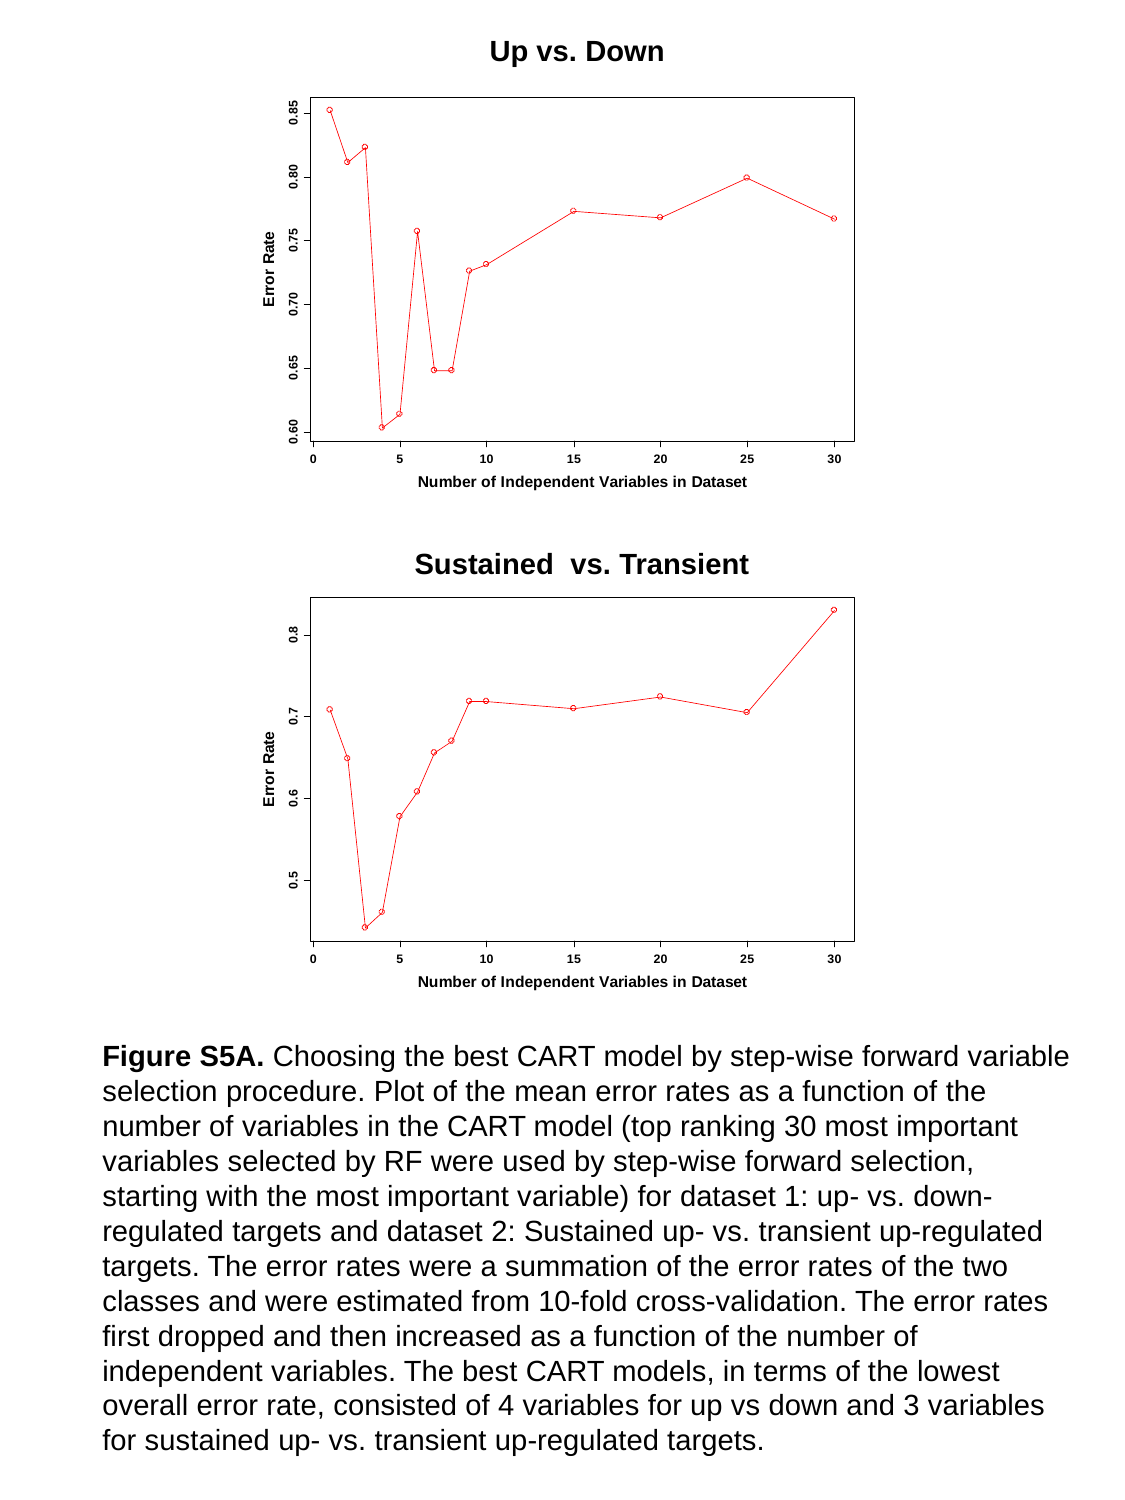

Up vs. Down
Sustained vs. Transient
Figure S5A. Choosing the best CART model by step-wise forward variable selection procedure. Plot of the mean error rates as a function of the number of variables in the CART model (top ranking 30 most important variables selected by RF were used by step-wise forward selection, starting with the most important variable) for dataset 1: up- vs. down-regulated targets and dataset 2: Sustained up- vs. transient up-regulated targets. The error rates were a summation of the error rates of the two classes and were estimated from 10-fold cross-validation. The error rates first dropped and then increased as a function of the number of independent variables. The best CART models, in terms of the lowest overall error rate, consisted of 4 variables for up vs down and 3 variables for sustained up- vs. transient up-regulated targets.

## Slide 2
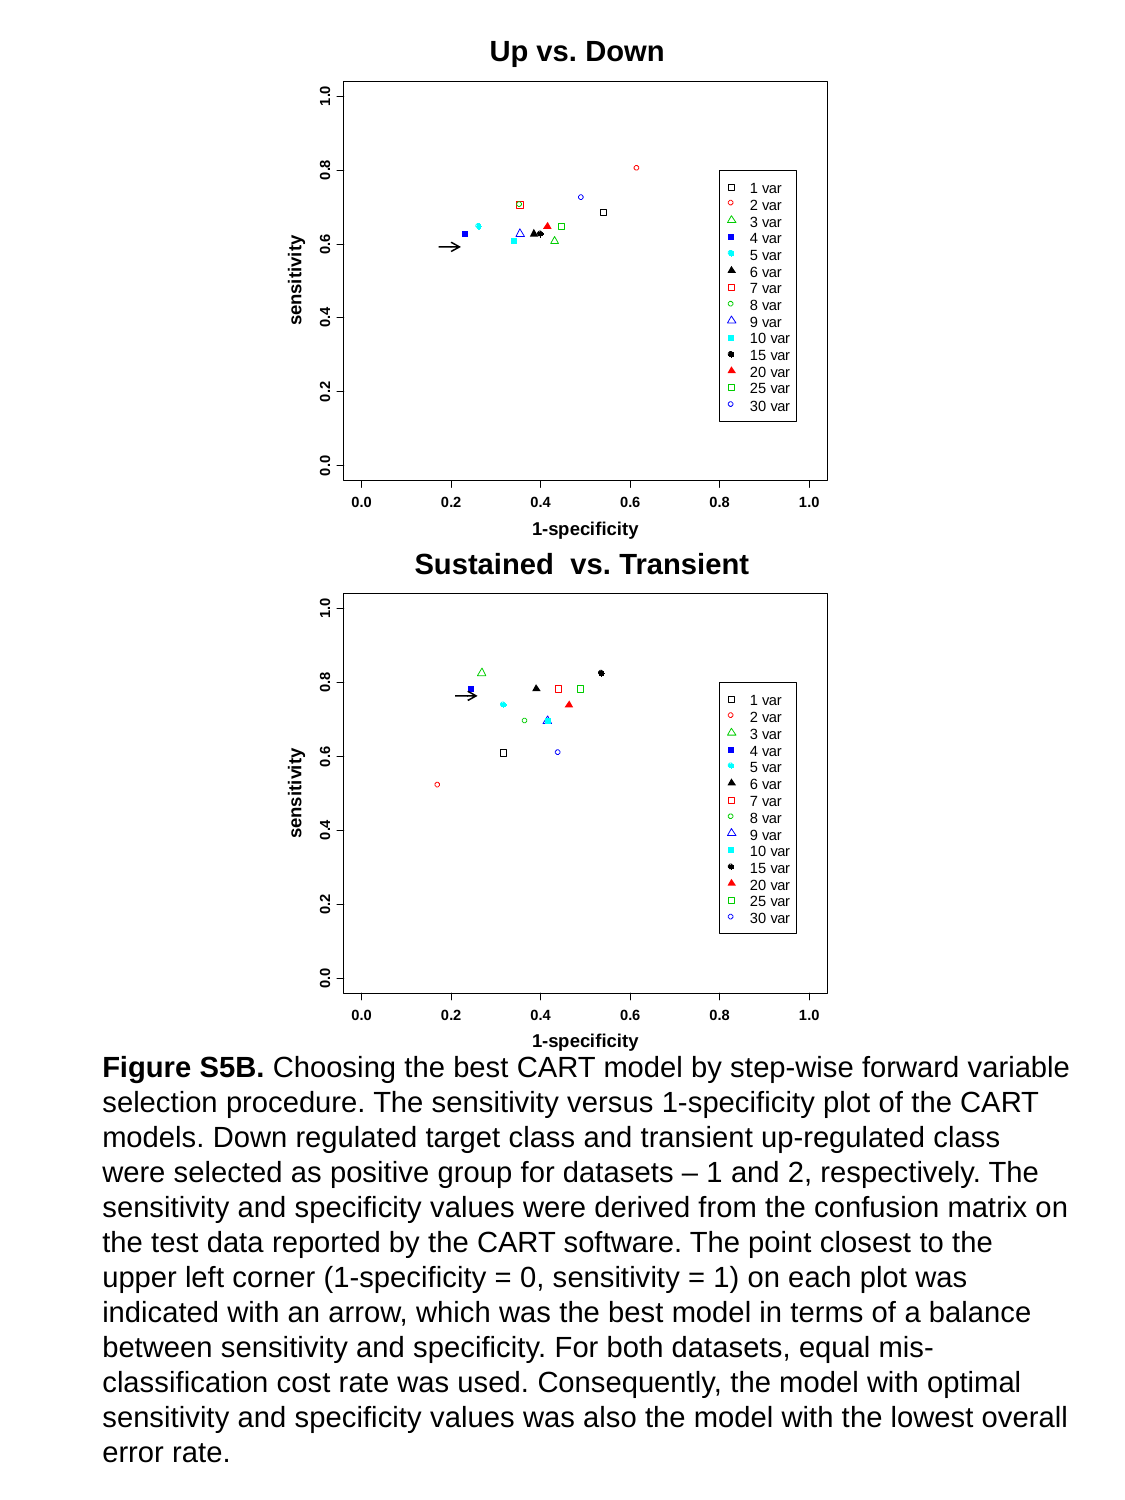

Up vs. Down
Sustained vs. Transient
Figure S5B. Choosing the best CART model by step-wise forward variable selection procedure. The sensitivity versus 1-specificity plot of the CART models. Down regulated target class and transient up-regulated class were selected as positive group for datasets – 1 and 2, respectively. The sensitivity and specificity values were derived from the confusion matrix on the test data reported by the CART software. The point closest to the upper left corner (1-specificity = 0, sensitivity = 1) on each plot was indicated with an arrow, which was the best model in terms of a balance between sensitivity and specificity. For both datasets, equal mis-classification cost rate was used. Consequently, the model with optimal sensitivity and specificity values was also the model with the lowest overall error rate.

How the deposited data were processed for this re-analysis (not part of the article)

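Immortalized ovarian surface epithelial (IOSE) cells were measured on Affymetrix U133 Plus 2.0 arrays before and after 3, 6 and 12 hrs of TGF-β1, with 2 arrays at each of the 4 time points and 8 in all. The deposited log2 values were made by the authors with robust multichip averaging, that is background correction, quantile normalization and a summary per probe set, and were used as deposited. The arrays' raw files and the SMAD4 binding data were not analysed here. Some genes are not reported here.

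Changes were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes) on 54613 probe sets, leaving out 62 Affymetrix controls. The model had 1 mean per time point and the replicate number as a fixed block. Replicate number was taken as the set because deviations from the time point means correlated positively within a replicate number. The negative correlation between the 2 replicate numbers is fixed by taking deviations within pairs of arrays. Contrasts were each treated time against 0 hr, and 6 hrs against 3 hrs, 12 hrs against 3 hrs and 12 hrs against 6 hrs. P values were adjusted by Benjamini-Hochberg over all probe sets tested, with a threshold of 0.05. The fit had 3 residual degrees of freedom and the moderation added 5.88 prior ones. With 2 arrays per time point no outlying array can be told by a test, and other groupings of the arrays were not counted. Where 1 array is left out, the lone array of that time point is assumed to vary like the others. Errors are standard errors of the fit.

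Of the probe sets tested, 41091 match 1 gene symbol, 1801 several and 11721 none in the annotation used. A gene was read at the probe set with the highest mean over the 8 arrays, for 19775 genes. Table S1 was matched by symbol, for 135 of 149 rows, 21 through an older symbol. The thresholds of the paper's Methods (unadjusted p under 0.05 and an absolute fold change over 1.5) were applied to the same fit. The genes named are those the paper names, the 10 largest rises and 10 largest falls at each time against 0 hr among genes called and moving the same way in both sets, the 4 members of each list or group with the largest called changes (2 if none was called), and those that a result singles out after its values were seen, such as PER2, SPRY2, DUSP4, USP4, PELO and DNM3OS. The rule was written before the arrays' values were examined, but the folds of Table S1 had been seen. The genes given as examples of a difference between the 2 sets were picked after their values were seen.

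Tests of 21 gene lists used limma's camera with a preset correlation of 0.01, and with the estimated correlation as an alternative, and fry. P values were adjusted over the 21 lists within a comparison. The lists were the TGF-β direct response, TGF-β and BMP pathway components, BMP and ID targets, mesenchymal and epithelial genes, extracellular matrix, actin cytoskeleton and SRF targets, type I interferon response, inflammatory cytokines and NF-κB targets, Wnt/β-catenin pathway, DNA replication and G1/S, G2/M, cholesterol synthesis, unfolded protein response, immediate-early and handling stress, leukocyte, endothelial, mesothelial and ovarian surface epithelium, and granulosa and theca cell markers, predicted SMAD co-regulators, and housekeeping genes. They were written from general knowledge before the arrays' values were examined, but the folds of Table S1 had been seen. Those folds come from these arrays, so that list members in Table S1 are not independent evidence.

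Alternatives set before the data were examined were no replicate block, the set as a random block (consensus correlation 0.262), probe sets above the median mean, the unmoderated contrast of the Methods, eBayes with trend and robust, arrays centred on the median or quantile-normalized again, each array left out in turn, the mean of all probe sets of a gene, any probe set of a gene, a 2-fold threshold, complete linkage and values with the mean of each set removed. The probe set nearest to Table S1 was added after the values were seen. Correlations and clustering have no test. The fit was tested on simulated data with the same design. Of 67 probe sets changed by 0.58 on the log2 scale at 12 hrs it called 73.1%. It called 100% of 67 changed by 1 and of 66 changed by 2, with 13 false calls among 54613 probe sets. The simulation changed far fewer probe sets than the 2701 called at 12 hrs on the arrays. Its rates therefore need not hold for the arrays. Figures were drawn with python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.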

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

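The tests of explanations below were chosen after the results were seen, apart from that of a drift of all dimmer probe sets with time.

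Of 10 lists that differ between 3 and 12 hrs by camera (preset correlation), the 3 below also did by fry. The median log2 change was -0.71 for type I interferon response genes, -0.95 for inflammatory cytokines and NF-κB targets and 0.17 for unfolded protein response genes, with adjusted p = 8.38e-34, 6.24e-23 and 0.00011; with an estimated correlation the adjusted p were 0.304, 0.264 and 0.304. By fry the adjusted p were 0.0108, 0.0102 and 0.0102. Of the unfolded protein response genes 2 of 21 rose at the adjusted threshold, 1 without 12 hr replicate 2 or the replicate block, and none without 3 hr replicate 1, 3 hr replicate 2 or 12 hr replicate 1. Among the lists called by camera and not by fry, immediate-early and handling stress genes had a median of -0.39. Their adjusted p was 0.00011 by camera, 0.446 by camera with an estimated correlation and 0.232 by fry.

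In 4 genes the change turned: IL1B, PER2, SPRY2 and CXCL8 were higher at 3 hrs (1.06, 0.95, 0.73 and 0.57), lower at 12 hrs (-1.49, -0.84, -0.50 and -1.73) and lower at 12 hrs than at 3 hrs (-2.56, -1.79, -1.24 and -2.30), and each moved the same way in both sets of arrays. By limma, 0 genes turned the opposite way, among 9443 probe sets with an unadjusted p under 0.05 from 3 hrs to 12 hrs. Only IL1B is among the study's target genes. The rise of CXCL8 at 3 hrs had an adjusted p up to 0.224 with 1 array left out, and that of IL1B up to 0.0669. With all arrays, the adjusted p (limma) at 3 and 12 hrs was 0.0116 and 0.0112 for PER2, and 0.0132 and 0.0403 for SPRY2. Limits with 1 array left out are not given here for PER2, for SPRY2 or for the falls at 12 hrs.

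Many genes that the paper does not name changed. Of the genes called at 3, 6 and 12 hrs, 501 of 549, 714 of 780 and 1041 of 1132 are outside the genes that the paper names. The largest rises among them at 3 hrs were DACT1 (3.02), LBH (2.61) and IL11 (2.53), and the largest falls ID1 (-2.19), ADM (-1.81) and DDIT4 (-1.77). At 6 hrs these were LBH (2.84), ESM1 (2.61) and DACT1 (2.50), and NANOS1 (-2.35), CXCL2 (-2.13) and EVI2A (-2.08). At 12 hrs they were LBH (3.31), IGFBP3 (3.26) and SLC46A3 (3.01), and RAB27B (-2.99), EVI2A (-2.72) and CXCL2 (-2.65). DDIT4 at 3 hrs was not called without 3 hr replicate 2 (adjusted p = 0.067); the others of these calls held with any 1 array left out.

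Of 40 type I interferon response genes, 27 were lower at 12 hrs than at 3 hrs, and 26 were already lower than at 0 hr at 6 hrs. From 3 hrs to 12 hrs the list was not called by camera with an estimated correlation (adjusted p = 0.304). The median from 3 hrs to 12 hrs was negative in both sets of arrays, the higher of the 2 being -0.69. An offset between the 2 processing days is shared by all arrays of a set. It drops out of a change within a set, so that these medians cannot test it. There were 0 untreated arrays at 3, 6 or 12 hrs, so that an effect of TGF-β1 and one of time after the start of treatment apart from TGF-β1 cannot be told apart. A response to TGF-β1 is therefore a hypothesis, untested here.

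Some inflammatory and NF-κB genes were higher at 3 hrs and more were lower at 12 hrs. The higher of the 2 set medians from 3 hrs to 12 hrs was -0.74. This cannot test an offset between the 2 processing days, which drops out of a change within a set. Here too, with 0 untreated arrays at later times, TGF-β1 and time after the start of treatment apart from TGF-β1 cannot be told apart.

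In 29 of 70 up-regulated target genes the folds of Table S1 are found at another probe set than the brightest one, where the median rise is larger (0.76 against 0.19), though not in every gene: PMEPA1 and FGF2 rise more at the brightest one. A drift of all dimmer probe sets with time was not seen: over 21316 of them, the median change at 12 hrs beyond that of the gene's brightest one was 0.0183 on the log2 scale (interquartile range 0.28). What else sets these probe sets apart, such as another transcript of the gene, was not tested, and no biological explanation was tested.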

How the results depend on the processing

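The probe set nearest to Table S1 was chosen after the values were seen; the other alternatives were not. Of the list results, 1320 were the same in direction and side of the threshold, 74 were weaker, 33 stronger and 1 reversed; of the named-gene results, 3546, 382, 70 and 6. Centring the arrays on the median moved no count of probe sets, target genes or lists called by over 1.5 times. Among the member counts of lists, that of inflammatory genes lower at 3 hrs went from 2 to 1.

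With no replicate block, 395, 676 and 991 probe sets changed at 3, 6 and 12 hrs, 0 from 3 hrs to 6 hrs (limma; 2351 at an unadjusted p under 0.05), 159 from 3 hrs to 12 hrs and 2 from 6 hrs to 12 hrs. The genes higher were 8 and 12 for the sustained group at 3 and 12 hrs and 4 for the transient group at 3 hrs, 1 transient gene fell from 3 hrs to 12 hrs and 24 down-regulated genes were lower at 12 hrs. With the day as a random block, 23 changed from 3 hrs to 6 hrs and 8 from 6 hrs to 12 hrs. Among probe sets above the median mean, where fewer are tested, 124, 1706 and 25 changed from 3 hrs to 6 hrs, from 3 hrs to 12 hrs and from 6 hrs to 12 hrs.

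With the unmoderated contrast of the Methods, 6, 4 and 6 probe sets changed at 3, 6 and 12 hrs, and 0, 0 and 0 between the later times (limma without eBayes; 4205, 7442 and 4011 at an unadjusted p under 0.05); of the sustained genes 0 and 0, of the transient 0 and 0 and of the down-regulated 0 were called. That contrast also called no member of the interferon, inflammatory, TGF-β direct or BMP and ID lists (limma without eBayes). The same held for the mesenchymal, matrix and unfolded protein response lists. These zeros use an adjusted p, which the paper's thresholds do not. By the paper's thresholds, 1322 genes passed with this contrast. With trend and robust, 3040, 3997 and 4636 probe sets changed, 316, 2434 and 184 between the later times, and 8 transient genes fell. With arrays quantile-normalized again, 30 changed from 3 hrs to 6 hrs, 2 transient genes fell and 5 lists were called from 3 hrs to 12 hrs, against 62, 4 and 10.

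The paper's criterion gave 2 transient genes lower from 3 hrs to 12 hrs. With a 2-fold threshold 379 genes passed and at the probe set with the highest mean 981, against 1490. Any probe set gave 24 sustained and 15 transient genes at 3 hrs, and the probe set nearest to Table S1 gave 23 and 15. With the estimated correlation, camera in limma called 0, 0, 0 and 0 lists at 3, 6 and 12 hrs and from 3 hrs to 12 hrs, against 7, 7, 9 and 10. For the BMP and ID list the estimate (-0.0038) lay below the preset 0.01. Its camera p at 12 hrs was still 0.071 before adjustment, against an adjusted p of 0.0228 with the preset. A call lost in this setting therefore does not show that correlation between genes undoes it. The replicate correlations were 0.9848, 0.9923, 0.9916 and 0.9900 above the median mean, and 0.9969, 0.9975, 0.9977 and 0.9974 with the mean of each set removed.

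With 1 array left out, which lowers the number of arrays, the counts ranged from 285 to 1146 at 3 hrs, 504 to 1706 at 6 hrs, 962 to 2236 at 12 hrs, 0 to 37 from 3 hrs to 6 hrs, 120 to 789 from 3 hrs to 12 hrs and 0 to 7 from 6 hrs to 12 hrs (limma; for the zeros 3657 without 3 hr replicate 1 and 5128 without 0 hr replicate 1 at an unadjusted p under 0.05). The criterion gave 1629 to 2235 genes. The sustained group ranged from 6 to 15 at 3 hrs and 12 to 23 at 12 hrs, the transient from 0 to 9 and 0 to 3, and the down-regulated from 20 to 44; lists called ranged from 5 to 9, 6 to 8, 8 to 10 and 8 to 10.

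For the immediate-early and handling stress genes at 3 hrs, whose median was -0.06, camera's direction turned to lower without 0 hr replicate 2 (median -0.17, adjusted p = 0.0288; without 0 hr replicate 1 the list was called higher, with a median of 0.16). Reversed were NFAT5 at 12 hrs (0.46 with the mean of all probe sets of the gene, 1.07 at the probe set nearest to Table S1), RUNX1T1 at 6 hrs (0.61 at that probe set) and CFLAR (0.48, 0.69 and 0.50 there). Where no construction of the alternative shows it, the cause was not tested. Signal over background limits dim probe sets, and 2 arrays per time point limit the precision of each change.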

Differences from the paper's values

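Of 60 folds compared in 20 genes, 25 differ in 10 genes, each gene read at its probe set with the highest mean; negative folds are falls, as in Table S1. For FBXO32 the paper's folds are 1.68 at 6 hrs and 2.72 at 12 hrs, against 1.39 and 2.18. For RUNX1T1 the paper's are 1.21, 1.53 and 1.39 at 3, 6 and 12 hrs, against -1.03, -1.045 and 1.03. For DDAH1 the paper's are 1.51, 1.44 and 1.35, against 1.13, 1.24 and 1.23. For ZNF638 the paper's are 1.75, 1.59 and 1.53, against 1.005, 1.02 and -1.03. For PNPLA3 the paper's are -1.47 and -1.63 at 6 and 12 hrs, against -1.27 and -1.27. For CFLAR the paper's are 1.39, 1.61 and 1.42, against -1.007, -1.02 and -1.045.

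For KITLG the paper's fold is -1.26 at 6 hrs, against -1.385, and for TGFBR2 the paper's are -1.31 and -1.62 at 3 and 6 hrs, against -1.20 and -1.48. For CSNK1A1 the paper's are 1.59, 1.53 and 1.45, against 1.14, 1.21 and 1.17. For NFAT5 the paper's are 1.69, 1.91 and 2.10, against 1.12, 1.04 and -1.06.

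Of the alternatives set before the data were examined, the mean of all probe sets of a gene brings 4 of the 25 folds within the error (DDAH1 at 12 hrs, KITLG at 6 hrs, TGFBR2 at 3 and 6 hrs). Leaving out 0 hr replicate 2 brings 3 (KITLG at 6 hrs, TGFBR2 at 3 and 6 hrs), 3 hr replicate 1 brings 1 (TGFBR2 at 3 hrs) and 6 hr replicate 1 brings 1 (KITLG at 6 hrs). The other settings bring none; among probe sets above the median mean, RUNX1T1 has no value. At the probe set nearest to Table S1, chosen after seeing the values, all 25 come within the error.

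Over all 135 matched rows of Table S1, 83, 85 and 84 folds at 3, 6 and 12 hrs are within the error at the probe set with the highest mean. Of 60, 67 and 93 folds that the paper prints over 1.5 in size, 54, 60 and 86 have the same direction there and 30, 41 and 69 are called in it; at the probe set nearest to Table S1, chosen after seeing the values, 44 of 60, 57 of 67 and 85 of 93 are called, and the rest are dropped.

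The paper describes ATXN1 as repressed at 6 hrs, and its log2 change from 0 hr was 0.01 there, after 0.61 at 3 hrs. The paper's Methods and the legend of Fig. 1 set changes against 0 hr, though its sentence on ATXN1 names no reference time. From 3 hrs to 6 hrs ATXN1 changed by -0.60 (adjusted p = 0.125). This passes the size and unadjusted p of the paper's thresholds, which the paper applies against 0 hr. The paper counts CFLAR, RUNX1T1 and ZNF638 among its up-regulated genes, and none was called at the probe set with the highest mean (-0.03, -0.06 and 0.03 at 6 hrs), while CFLAR at 1 of 14 and RUNX1T1 at 2 of 7 probe sets, and ZNF638 at 1 of 5, were higher at 6 hrs.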

Other observations

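The tests on USP4 and PELO were chosen after the results were seen.

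Of the remaining lists, unfolded protein response genes were higher in 3 of 21 members at 12 hrs (6 higher and 1 lower when adjusted over the list alone), with a median log2 change of 0.19, camera adjusted p = 0.000431, and adjusted p = 0.298 with an estimated correlation; DNAJB9 rose by 1.03 ± 0.12 and HERPUD1 by 0.94 ± 0.10. Immediate-early and handling stress genes were lower in 4 of 20 at 12 hrs (6 when adjusted over the list alone), with set medians of -0.51 and -0.04, camera adjusted p = 0.000431, and adjusted p = 0.451 with an estimated correlation; DUSP6 stood at -1.35 ± 0.12. DNA replication and G1/S genes were lower in 1 of 31 at 12 hrs (camera adjusted p = 0.325), and of the G2/M genes none of 25 was called by limma (0.47), with 10125 probe sets at an unadjusted p under 0.05 over the array. Cholesterol synthesis genes were higher in 2 of 14 (0.119), leukocyte markers in 3 of 18 (0.0951), and endothelial markers higher in 1 of 14, TEK (0.97 ± 0.11), and lower in 1, KDR (-1.45 ± 0.11), with 0.426.

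Mesothelial and ovarian surface epithelium markers were higher in 2 of 16 and lower in 2 at 12 hrs (camera adjusted p = 0.118), for example NR2F1 (-0.79 ± 0.10). Of the granulosa and theca cell markers none of 12 was called at 12 hrs (0.614), FOXL2 having 0.05 ± 0.10, and of the housekeeping genes none of 11 (0.47). Predicted SMAD co-regulators were higher in 1 of 24 and lower in 4 (0.0866), among them PPARG (-1.37 ± 0.11) and RARB (-0.96 ± 0.11). The zeros are those of limma, whose 12 hr comparison has 10125 probe sets at an unadjusted p under 0.05.

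Between neighbouring treated times fewer probe sets changed: 62 from 3 hrs to 6 hrs (8 higher and 54 lower) and 14 from 6 hrs to 12 hrs (4 higher and 10 lower), with 4874 and 4661 at an unadjusted p under 0.05. Without either array of 3 hrs or of 6 hrs the first was 0 (limma; 3657, 4249, 3381 and 3561 at an unadjusted p under 0.05), without either array of 0 hr 2, and without either of 12 hrs 37. The second was 0 without either array of 0 or 12 hrs or 6 hr replicate 1 (5128, 3827, 3995 and 3647 at an unadjusted p under 0.05, the first for either array of 0 hr), 1 without 6 hr replicate 2 and 7 without either array of 3 hrs.

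The folds of Table S1 printed for USP4 may be those of a probe set of DUSP4: a probe set of DUSP4 lies within 0.0003 of them on the log2 scale, the nearest of USP4 itself 0.92 away, and 0 of 116 other rows have a probe set of another gene as near. DUSP4 was lower at 12 hrs (-0.95 ± 0.09), and USP4 had 0.02 ± 0.10. The folds printed for PELO may be those of a probe set of NAV3, since 3 of 3 equal those printed for NAV3; the nearest probe set of PELO is 0.47 away and that of NAV3 0.0031. The folds of DNM3 lie nearest to a probe set of DNM3OS (0.0033), against 0.31 for its own.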
